# Lung epithelial response to cigarette smoke and modulation by the nicotinic alpha 7 receptor

**DOI:** 10.1371/journal.pone.0187773

**Published:** 2017-11-08

**Authors:** Lorise C. Gahring, Elizabeth J. Myers, Diane M. Dunn, Robert B. Weiss, Scott W. Rogers

## Abstract

Cigarette smoking (CS) is a principal contributor to a spectrum of devastating lung diseases whose occurrence and severity may vary between individuals and not appear for decades after prolonged use. One explanation for the variability and delay in disease onset is that nicotine, the addictive component of CS, acts through the ionotropic nicotinic acetylcholine receptor (nAChR) alpha7 (α7) to modulate anti-inflammatory protection. In this study we measured the impact α7 signaling has on the mouse distal lung response to side-stream CS exposure for mice of the control genotype (α7^G^) and those in which the α7-receptor signaling mechanisms are restricted by point mutation (α7^E260A:G^). Flow cytometry results show that after CS there is an increase in a subset of CD11c (CD11c^hi^) alveolar macrophages (AMs) and histology reveals an increase in these cells within the alveolar space in both genotypes although the α7^E260A:G^ AMs tend to accumulate into large aggregates rather than more widely distributed solitary cells common to the α7^G^ lung after CS. Changes to lung morphology with CS in both genotypes included increased tissue cavitation due to alveolar expansion and bronchial epithelium dysplasia in part associated with altered club cell morphology. RNA-Seq analysis revealed changes in epithelium gene expression after CS are largely independent of the α7-genotype. However, the α7^E260A:G^ genotype did reveal some unique variations to transcript expression of gene sets associated with immune responsiveness and macrophage recruitment, hypoxia, genes encoding mitochondrial respiration complex I and extracellular fibrillary matrix proteins (including alterations to fibrotic deposits in the α7^G^ proximal airway bronchioles after CS). These results suggest α7 has a central role in modulating the response to chronic CS that could include altering susceptibility to associated lung diseases including fibrosis and cancer.

## Introduction

Tobacco cigarette smoking (CS) is well established as a principal contributor to a spectrum of devastating lung diseases. CS delivers a chronic pro-inflammatory challenge by particulates and irritants to the lungs, yet despite repetitive challenge, crippling complications to the user may not appear for decades after initiation of use. One possible reason to explain this is that nicotine itself has anti-inflammatory properties that may counteract the impact of the other CS agents, at least in part, as described by the “cholinergic anti-inflammatory pathway” [1–3]. The majority of nicotine’s modulatory activity on inflammation is imparted through its interaction with the ionotropic nicotinic acetylcholine receptor (nAChR) alpha7 (α7) whose extraordinary calcium current is sufficient to modify the activity of Jak/Stat, NF-κB, Creb and other cellular signaling cascades [2–6]. This also means that the nicotine-α7 interaction imparts several parallel and potentially very different effects depending upon the target tissues and cells as well as the challenging agent (inflammagen). In the lung the cell specific expression of α7 includes neuronal cells (e.g., autonomic nervous system) as well as non-neuronal cells (including alveolar macrophages (AM), club cells and Type II alveolar cells [7]). The anti-inflammatory impact role of α7 has been best characterized in terms of the response to inflammagens such as lipopolysaccharide (LPS). In this case α7 tends to suppress the inflammatory responses acting through the vagal nerve as well as directly inhibiting macrophage pro-inflammatory NF-κB signaling and activation of cytokine cascades (e.g., TNFα; [2, 3, 8]). Additionally, effects by α7 on lung epithelial cells include modifying their response to LPS [7] through alterations to subsequent signaling processes leading to recruitment and infiltration of bone marrow cells into the lung as well as changes to local production of certain mucins (e.g., Muc5b), surfactant proteins and genes of fibrosis. An important issue that has been raised by these studies is what role does α7 have in modulating inflammatory processes in response to CS and whether or not these are distinct from those activated by LPS.

To elucidate the mechanistic role of the α7 receptor in inflammatory processes, we developed a mouse model [7, 9–12] in which a point mutation was introduced to limit α7 calcium coupling to cell signaling pathways (termed α7^E260A:G^) that when compared to the control mouse (α7^G^) provides a method to discriminate how α7 signaling in different cells types modifies the host response to an inflammatory challenge (for details see [7, 11, 12]). For example, the α7^E260A:G^ mouse lung exhibits a reduced response to LPS due in part both to the reduced inflammatory response by alveolar macrophages (AM; relative to control α7^G^ mice) and a decrease in the transcriptional response by epithelial cells that includes reduced signaling for recruitment of cells from the bone-marrow into the lung. Further, altered club cell morphology, reduced ciliated cell numbers, changes to constitutive mucin production and its accumulation in distal bronchial passages, and a marked increase in pro-fibrotic transcripts and associated deposits seen around proximal bronchia in the α7^E260A:G^ lung have been reported [7]. In this study we have extended our analysis to assess the role of α7 in modulating inflammatory responses induced by chronic CS. Results of flow cytometry show that after CS CD11c^+^/SiglecF^+^ AMs exhibit an increased CD11c^hi^ phenotype that is more robust in the α7^E260A:G^ mouse compared to the α7^G^, which is opposite to the effects of α7 following acute LPS administration. Lung histology demonstrates the accumulation of immune cells, often large aggregates, within the α7^E260A:G^ alveolar spaces that was not observed in the α7^G^ lung. There were also CS-associated changes in the control α7^G^ bronchial dysplasia that was associated with alterations to club cell morphology. Notably, similar differences in club cell morphology are already present in the α7^E260A:G^ mouse before CS exposure and these did not worsen after CS to the same magnitude as was measured in the control α7^G^ mice. The overall impact by CS on epithelial cell gene expression related to cell signaling as determined using RNA-Seq analysis was largely independent of α7-genotype although key exceptions to this, including altered immune profiles, differences in genes encoding mitochondrial respiration complex I and extracellular matrix proteins, were present. These results support the impact of α7 on different cell responses to be cell type specific and it varies according to the inflammagen challenge (i.e., acute LPS versus chronic CS). Further, normal α7-signaling is important to retention of healthy lung morphology and its absence, as could occur if this receptor is desensitized or inactivated by chronic ligand exposure ([4, 6, 13]), can alter the severity or predisposition to lung pathologies that associate with CS exposure.

## Material and methods

### Animals

Animals were maintained according to the Guide for the Care and use of Laboratory Animals of the National Institutes of Health and in accordance with protocols approved in advance by the Institutional Animal Care and Use Committee at the University of Utah (Protocol Number #12–06001) and the VA Medical Center (Protocol A14/17), Salt Lake City, UT. The construction and characterization of the α7^G^ and α7^E260A:G^ mouse lines has been reported [7, 9–12]. Briefly, α7 transcript expression is reliably reported through the co-expression of a bi-cistronic IRES-tauGFP reporter cassette introduced using the precision of homologous recombination into the 3’ end of the *Chrna7* gene (α7G). The α7^E260A:G^ point mutation was introduced into the α7^G^ background also using homologous recombination [12] to assure matched controls. This mutation in the homozygous receptor diminishes the calcium current by more than 90 percent (for discussion see [12]) and produces multiple phenotypes that include both developmental (e.g. [12]) and alterations to inflammatory cell response and recruitment that involves both direct modifications to immune cell signaling as well as signaling by cells expressing α7 in peripheral organs. Groups of age, gender and strain matched mice were housed as 4 or 5 animals per cage for each experiment.

### Cigarette smoking

Both α7^G^ and α7^E260A:G^ mice were exposed to side-stream cigarette smoke (CS; 5 days/week for 4 months) simultaneously using the Teague smoking chamber and reference cigarettes (3RF4 type; University of Kentucky Agricultural Research program). Control mice were exposed to room air. This was standardized to total suspended particulates (TSP) of 150 mg/m^3 that required 25–50 cigarettes per session beginning at 8:00 AM for approximately 225 minutes. Following CS exposure, blood was collected from each animal (N = 8–16 for each group) at harvesting and the serum tested with a commercially available ELISA (Calbiotech) for cotinine levels. In CS exposed mouse serum of the different α7 genotypes were not significantly different (CS animals (ng/ml): α7^G^ = 12.9 +/- 3.3; α7^E260A:G^ = 11.4 +/- 2.0; No CS, cotinine was not detected). The mice were used 24 hours after their last exposure. All experiments with CS exposed mice have been repeated at least twice with groups of 4 to 5 mice in each experimental condition (CS vs Control).

### Cell enrichment and flow cytometry

Methods of Flow cytometry and the collection of BALF have been described in detail previously [7, 11, 12]. After a lethal dose of tribromoethanol (Avertin) bronchial alveolar lavage fluid (BALF) was collected via insertion of a butterfly needle into the trachea and repeated gentle flushing of lungs with 1 ml of buffer (DPBS, 2% BSA, 0.05% EDTA). Following removal of BALF cells, the lung tissue (minus trachea and esophagus) was diced and incubated at 37°C for 40 min in dissociation medium (10 ml DMEM, 500 μl DNase 1 (1 mg/ml) containing 100 μl of 2.5 mg/ml Liberase (Roche), passage through an 18-gauge needle and the cells were collected by centrifugation (900 x g; 4°C). RBCs were lysed, the sample washed and the cells re-suspended. Interstitial CD45^+^ and CD45^-^ cells were then separated and the appropriate fractions enriched using an autoMACS cell separator after being labeled with microbeads coupled antibodies to CD45 (Miltenyi Biotec). Fractionation purity routinely exceeded 95 percent as did cell viability.

For flow cytometry (FC) analysis 0.5–1 x 10^6^ cells were counted, resuspended in 200μl FACS staining buffer (PBS, 2% BSA, 0.05% EDTA, SA 0.1%) and placed into tubes on ice. For all samples, Fc receptors were blocked using 1μg/sample Fc block for 15 minutes on ice. These cells were labeled with antibodies to CD45, CD11c and/or SiglecF as described in detail [7, 12] and as noted in the text. Thirty thousand events (live nucleated cells) for each sample were collected using an Accuri Cell Cytometry System (Ann Arbor, Michigan) and subsequently the data were analyzed with CFlow software (Ann Arbor, Michigan). This characterization is complicated by high AM autofluorescence that makes measurement of these cells, especially after CS exposure, particularly difficult. To correct for this, FC filters (attenuation filters (FL1 (CD144), FL2 (CP148), FL3 (CP164), and FL4 (CP165)) for the Accuri flow cytometer) were placed in the fluorometer to substantially eliminate non-specific autofluorescence from control samples (Methods, and [11, 12]). However, cells from CS-exposed mice retained significant autofluorescence and this limited their further characterization.

### RNA-seq

The methods to enrich epithelial cells from the lung interstitium for transcript expression analysis using RNA-Seq has been described previously [7, 11, 12]. Briefly lungs were cleared of BALF content, the trachea removed and the more distal lung lobe tissue enriched by dissection. The interstitial cells were collected and reacted with anti-CD45 antibody coupled to magnetic beads before depletion of the CD45^+^ cells using an autoMACS cell separator (Miltenyi Biotec, San Diego, CA). Isolated CD45^-^ fractions were used to prepare poly-adenylated strand-specific RNA-Seq libraries using Illumina TruSeq stranded mRNA preparation kits after confirmation of their purity (>95% epCAM^+^, <1% CD31^+^ endothelial cells) and viability (<5% 7-AAD (viability stain) positive as before [7, 11, 12]). To focus on identification of α7 participation and calcium relevant signaling events in the chronic CS response we used an approach similar to that reported previously that reduces false-positive signals such as those created by minor transcripts [7] and permits a more focused analysis on regulatory and metabolic genes. Briefly, RNA-Seq reads were aligned to the mouse genome (UCSC Genome; Assembly NCBI37/mm9) using STAR [14] and CDS read counts were then extracted from the bam files using the *htseq-count* script and CDS annotations from mouse GENCODE reference release M1 (NCBIM37) [15]. Based on all samples (male, female, genotype and CS exposed or not exposed) for each gene an average CDS value was derived and those with less than 200 counts were removed from further analysis as were other transcripts such as those encoding immunoglobulins, histocompatibility genes, genes without an assigned gene name (GM prefix class of Ensemble annotations) and eukaryote ribosome subunits. For this analysis we averaged male and female results from normalized reads per million and produced ratio-changes to better define those transcripts exhibiting a CS or α7 genotype response for the 7183 transcripts that remained. As previously discussed [7], this relatively stringent cut-off improves the detection of changes of biological relevance to cell functions when using detection with database resources such as GeneMANIA [16], STRING [17], Panther [18] and PASTAA [19]. Also, as previously reported [7], the expression of key inflammatory genes were examined using TaqMan real-time quantitative PCR. Similar to these reports these qPCR checks confirmed the results collected using CDS-relative quantitation (not shown). The data used in this study are deposited as an NCBI GEO Submission (GSE105089).

### Lung histology

For histological examination a total of 5 α7^G^ and 6–8 α7^E260A:G^ from each treatment group (+/-CS) lungs were prepared for histological examination using paraformaldehyde inflation as described previously [7]. Perfusion fixation was used to better preserve the relative volume of the tissue and approximates the sizes of structures as they would appear during inhalation. The larger lobe (right lung) was removed and sectioned (5 microns) longitudinally. Lungs were coded and submitted to Histology Tech Services (Gainesville, FL) for sectioning and staining (Hematoxylin and Eosin (HE), Masson’s Trichrome and Sirius Red). Slides were returned, photographed and analyzed for the parameters noted in the text prior to revealing their identity. The fractal deviation of the bronchial lining from smooth [20–22] was measured in sections stained alternatively with hematoxylin and eosin or Masson’s trichrome staining, respectively. Photos of proximal and distal lung containing sections (N = 6–9 sections per staining method for each mouse mice) were captured and deviation from smooth reordered for each bronchiole cross-section present and summed per animal before deriving an overall genotype/treatment result. Statistical tests (Student’s t-test and ANOVA and) were performed using the Excel or GraphPad InStat3 programs and significance was assigned at p<0.05. Immunohistochemistry to reveal the club-cell specific antigen, CC10, was done using peroxide staining methods as described previously [7]. Antibodies for peroxide immunohistochemistry were for CC10 (Clara cell 10, 1:500, rabbit, Millipore) and donkey secondary anti-rabbit antibodies coupled to peroxide were obtained from Jackson ImmunoResearch).

## Results

The nicotinic-α7 receptor interaction is a central component to how nicotine, the addictive agent of CS, imparts an anti-inflammatory effect in peripheral tissues. Previously we demonstrated the expression of α7 transcripts by alveolar macrophages (AM) and in the epithelium, club and ATII cells. All of these cells exhibit a response to the inflammagen, LPS that is modulated through α7-signaling mechanisms. The goal of this study was to extend these results and assess the impact of α7 signaling in the mouse lung after CS exposure. To achieve this goal, the status of AM and transcriptional responses by epithelial cells was measured in mice (male and female) of both control (α7^G^) and α7^E260A:G^ (calcium-restricted cell signaling) genotypes that were exposed to cigarette smoke (CS) 5 days per week for 4 months (Methods). Mice from two independent replicate experimental groups were used for these experiments over the course of a year.

### FC analysis and histology of lungs exposed to CS

To determine how the cell number and composition of the BALF (Fig 1) is impacted upon by CS exposure, the bronchioalveolar lavage fluid (BALF) of non-smoked (NS) and CS exposed mice was collected, the cell numbers quantitated (Fig 1A) and their identity assessed by Flow Cytometry (FC). In a normal mouse the major cell-type recovered from BALF is the AM (>95%; CD11c^+^/CD11b^-^/SiglecF^+^; [7]). The results show that in BALF of both NS and CS mice (α7^G^ and α7^E260A:G^, male and female) show that on average the total cell number in the BALF did not differ between α7 genotypes although as expected there were nearly twice as many cells recovered per CS-exposed mouse when compared to the control (Fig 1A). Also as expected Flow cytometry revealed that >95% of cells are AM (Fig 1B), but after CS the AM in the BALF of both the α7^G^ and the α7^E260A:G^ mice exhibit a population of increased CD11c staining intensity (CD11c^hi^). For the female α7^G^ mice (n = 5 animals) exposed to CS on average 9% of AM were CD11c^hi^ (compared to 0.3% CD11c^hi^ in the NS mice) and even greater CD11c^hi^ cells were present in the α7^E260A:G^ female mice (23%, n = 5 animals)(compared to 0.1% in the NS control females). For males (n = 5), CS exposed α7^G^ mice had even higher levels of CD11c^hi^ cells (20%, Fig 1B) while in male α7^E260A:G^ mice (n = 5) 51% of BALF cells were CD11c^hi^. This difference between α7^G^ and α7^E260A:G^ CS exposed mice was present in all mice. The CD11c^hi^ cells were distinct in plots of forward scatter (FSC, size) and side scatter (SSC, granularity). This is revealed when they are back-colored to distinguish those that are CD11c^hi^ (Fig 1C; red cells) in FSC versus SSC plots. In both the α7^G^ and the α7^E260A:G^ CS mice this cell population is larger and more granular. This result is markedly different from the acute response to inhaled LPS where the increase in these classes of AM inflammatory cells is greatly reduced in the α7^E260A:G^ lung, in part due to a decrease in bone marrow-derived cell infiltration to the lung [7]. Neither CD4^+^ nor CD8^+^ cells were present in large numbers of BALF from CS exposed or non-exposed mice (not shown).

**Fig 1:**
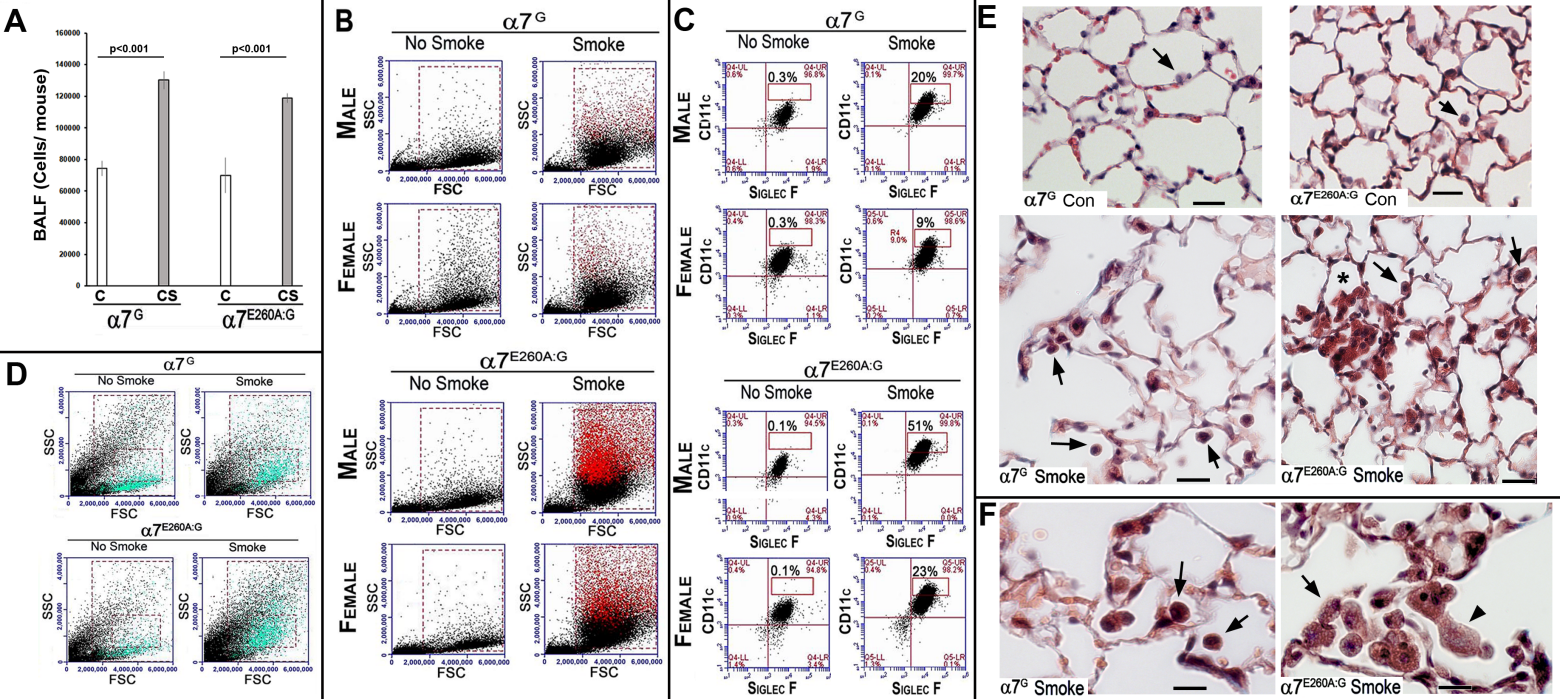
Flow cytometry of BALF and histology of lung sections prepared from α7^G^ and α7^E260A:G^. A. Average total cells recovered in the BALF as measured for each animal before and subsequent to CS exposure. Error bars = s.e.m. B. Flow cytometry results of BALF cells from the lungs of α7^G^ or α7^E260A:G^ males and females never exposed to cigarette smoke (No Smoke) or after CS (Smoked) for 4 months. Following CS the number of cells in BALF increases in both α7 genotypes, but significance (T-test) was reached (p < 0.007) only between comparisons of α7^E260A:G^ No-CS versus CS exposed (not shown). Both genders of the α7^E260A:G^ mice show significant increases in AMs following CS. For each gender the upper row of images show results from staining BALF cells with anti-CD11c and anti-SiglecF antibodies (AM are CD11c^+^/SiglecF^+^). Greater than 94% of BALF cells under all conditions are AM. The box outline in each plot represents the percent of these cells that are CD11c^+hi^ indicating a greater activation state which is only present in chronic CS BALF. The reduced relative expression in the females compared to males does not occur in all animals and is not significant (p>0.05). C. The location in scatter plots of the CD11c^+hi^ cells (boxed areas in panel A) was determined by back coloring the cells red (CFlow program and location in FSC/SSC plots). D. Flow cytometry of cells from the dissociated distal lung interstitium of both α7 genotypes following CS exposure. There is an increase in a population (blue cells) in the SSC and FSC plots after CS. As a result of very high autofluorescence, staining to identify these cells is not possible. E. Histological sections from lungs prepared from animals treated in parallel to those used for Flow analysis are shown. Lungs were prepared of the large lobe using inflation paraformaldehyde fixation and longitudinal sections were produced. The sections shown are contrasted using Masson’s trichrome stain. Examples of AM are identified by arrows. After CS AMs are discolored and they are more abundant in both α7^G^ and α7^E260A:G^ genotypes. In the α7^E260A:G^ lung these cells are commonly observed in aggregates (asterisks) and their morphology is more heterogeneous than in the α7^G^. Bar is 40 microns. F. At greater magnification, the AM cytoplasm brown discoloration and granular appearance of both genotypes after CS is evident. The AM aggregates in the α7^E260A:G^ are common and the heterogeneity of the cell morphology within these aggregates is evident. Note the highly granular appearance of the more flattened AM cells in the α7^E260A:G^ CS-exposed lungs (arrowhead) that are uncommon in the α7^G^. Bar is 20 microns.

The effects of CS (4 months of exposure) on mouse lung interstitial cells after removal of BALF were also measured. Unlike the more uniform AM population of the BALF, the removal of autofluorescence through application of specific filters was not adequate for clear marker-based distinctions of cell types. However, we can comfortably interpret SSC vs FSC data of distal interstitium as in Fig 1D. Most notable is that in CS exposed mice there is a cell population in the interstitium that is significantly increased in both α7^G^ and α7^E260A:G^ mice (n = 5 mice of each genotype). This is illustrated by back-coloring CD45^+^/CD11c^+^ cells (Fig 1D). Although females are shown, males did not differ significantly from these results. Statistical analysis of the quantitation of these cells, which are composed of several cells types (including dendritic cells) revealed no statistical difference between genotypes; (n = 5 mice in each group; not shown). For some cell subtypes there are markers available that are not hindered by autofluorescence (as determined with non-stained cells). These include plasmacytoid dendritic cells (DC; SiglecH^+^/CD11c^+^) or monocyte-derived DC (CD11b^+^/CD11c^+^), and there was no statistical difference in their number among gender or genotypes of differing treatment groups (not shown). We cannot reliably distinguish resident DC (CD103^+^/CD11c^+^) in the CS samples of both genotypes (not shown), however, these autofluorescent/CD11c^+^/CD103^+^ cells in both α7^G^ and α7^E260A:G^ mice are significantly increased in CS over non-exposed controls. This will require further characterization. Measurement of interstitium for CD4^+^ or CD8^+^ cells by flow cytometry were also indistinguishable between NS and CS mice in either mouse genotype or gender (not shown).

Differences between α7^G^ and α7^E260A:G^ mice following CS exposure were examined using lung histology. Cells that express α7 in the distal lung of these mice, as reported by bi-cistronic tGFP expression, are predominantly limited to AMs, club cells and ATII cells of both genotypes [7]. However, in the α7^E260A:G^ mouse altered club cell morphology and distribution and diminished ciliated cell numbers was observed. For this analysis tissue sections from the lungs of mice from each genotype of mice of control and CS treatment groups were examined in parallel to those used for flow cytometry (4–8 mice per group; see Methods). As predicted by Flow cytometry analysis of BALF, there is a notable difference in the appearance of AMs in the α7^E260A:G^ lung compared to α7^G^ controls (Fig 1E). In controls that were not exposed to CS AMs are distributed similarly between α7 genotypes and they are relatively infrequent, especially when compared to the CS-exposed lung. After CS, α7^G^ control lungs exhibit AMs more frequently and these cells appear to be generally rounded with constitutive dark staining, likely reflecting adherence or internalization of CS particulates and associated discoloring agents. However, in the α7^E260A:G^ AMs are more commonly found within the alveolar space in aggregates that are in association with the luminal alveolar cell surfaces (Fig 1E). Also evident is a dramatic range in morphologies from round (similar to the α7^G^ control) to flattened. This is particularly apparent at increased magnification (Fig 1F) where the α7^E260A:G^ AM cell aggregates exhibit a range of cell shapes that are mostly unique to this genotype (male and female did not differ; not shown). The flattened morphology also allows their highly granular cytoplasm to be revealed. These results are consistent with those of Flow cytometry analysis where cells of larger size and granularity are more evident in the CS-exposed BALF when compared to the controls.

### CS and α7-genotype lung morphology

The α7^G^ and α7^E260A:G^ lung morphology in response to CS was evaluated in histological sections prepared from amice of each genotype and each CS treatment group. Overall CS exposure produced increased lung cavitation (alveolar expansion) similarly in both α7 genotypes as expected for lungs receiving this insult (Fig 2A). Several α7-genotype dependent differences in the response to CS were noted. Most notable was a change in the morphology of cells lining the bronchioli. This was striking in the α7^G^ response to CS, but less so in the α7^E260A:G^, where the morphology of the bronchiole linings was already similar to that seen in control CS mice and its response to CS exposure was more modest (Fig 2B). This apparent difference was confirmed by quantitation. To quantitate the divergence of bronchiole lining from smooth to rough (as in the α7^G^ controls), we employed an approach using fractal dimension analysis (Image Pro-Plus; and see [20–22]) to measure the deviation of the surface smoothness (Fig 2C). The results of quantitation show (Fig 2D) a highly significant difference in deviation of the α7^G^ lung bronchiole surface from smoothness following CS exposure from that of the control (P<0.0001). In contrast, the CS-exposed α7^E260A:G^ exhibited an overall increment in deviation from its genotype control that was nevertheless significant (p<0.001). The reason for this appears, at least in part, due to the increased dysplasia of the α7^E260A:G^ bronchial epithelium in the absence of CS was reported previously [7]. When compared to the α7 genotype controls, the deviation from smooth of the α7^E260A:G^ exceeds that of the α7^G^ (p<0001), but this is not worsened after CS (Fig 2D). The deviation in bronchial lining is striking at greater magnification (Fig 2E). The relatively smooth surface of the α7^G^ bronchial lining is dramatically altered by hypertrophy of airway cells that show increased cytoplasmic protrusions from the surface lining into the bronchial lumen and these are particularly evident in the α7^G^ after CS. Many of these blebs include cell nuclei. The increased irregularity to the α7^E260A:G^ cell lining are likely club cells since they express the cell-specific marker CC10 (Fig 2F and 2G; see also [7]). In the mouse lung other cells with similar morphology (such as goblet cells) are primarily located more proximal in respiratory bronchioles. The protrusions worsen in the CS-exposed α7^E260A:G^ lung although the frequency of their occurrence is greatly diminished relative to the α7^G^ CS-exposed bronchioles (Fig 2G). Also reduced in the α7^E260A:G^ is the occurrence of ciliated cells (not shown), which is consistent with our previous report [7].

**Fig 2:**
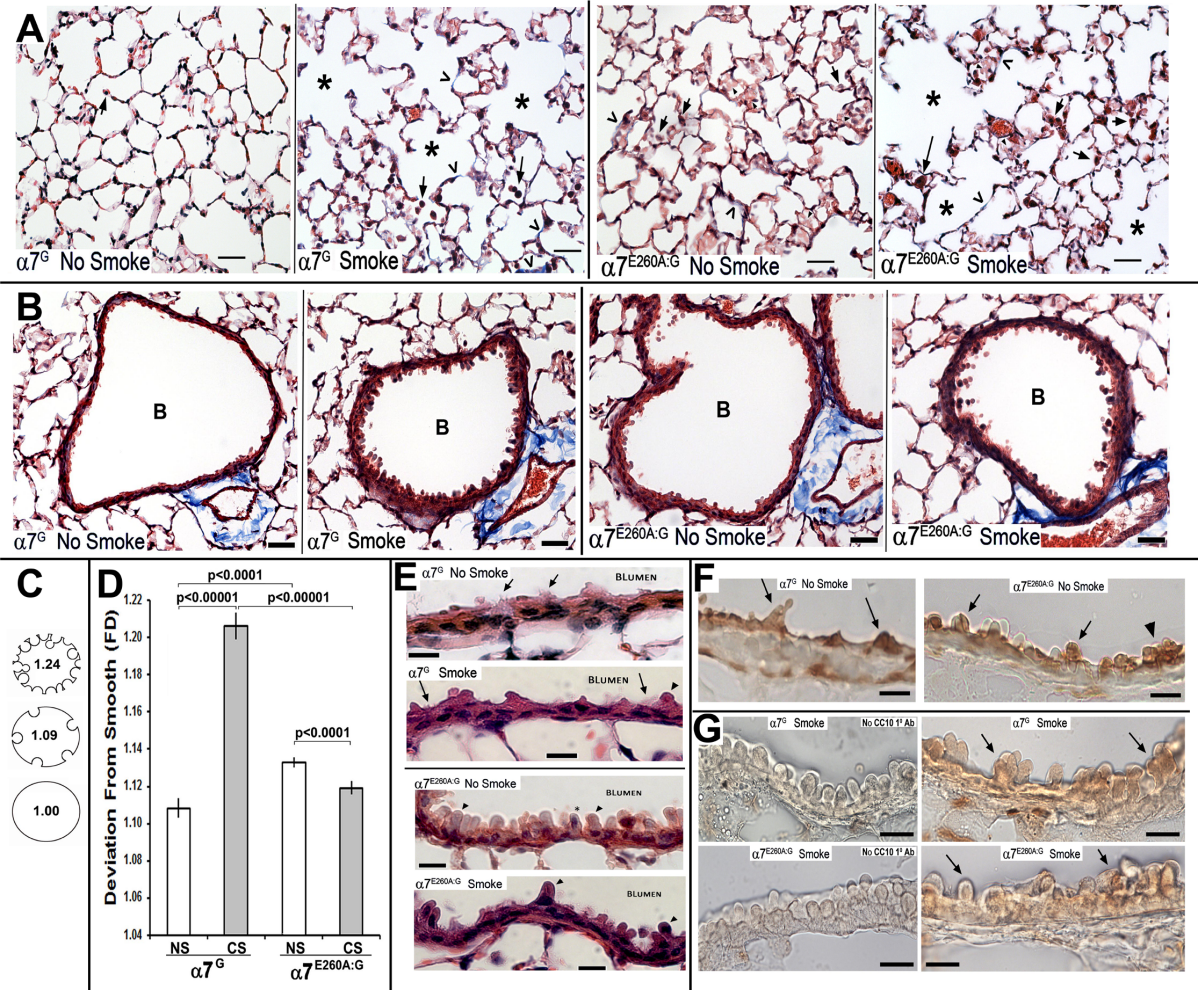
Changes to distal lung structure of both α7 genotypes with and without CS exposure. A. Images of α7^G^ and α7^E260A:G^ distal lung histological sections contrasted with Masson’s trichrome stain prepared from control (No Smoke) and CS (Smoke) exposed mice. In these representative sections the arrows point to AMs and in the α7^E260A:G^ arrow heads identify regions of increased cellularity that produce alveolar sacs of decreased size. Open arrow heads identify some of the sites of notable fibrotic deposits. Asterisks identify some enlarged alveoli in both α7 genotypes that are typical of CS exposed lungs. Bar = 40 microns. B. Representative images showing bronchioles (B) from α7^G^ and α7^E260A:G^ mice and visualized with Masson’s Trichrome staining before (No Smoke) and after CS (Smoke) as indicated (Bar = 50 microns). C. and D. The bronchiole linings were measured and quantitated for deviation from smoothness using fractal analysis (see C for example and relative scale of deviation from smoothness). The results of this analysis are plotted in panel D. Error bars reflect s.e.m. for the average deviation from all mice. E. Increased magnification of reveals bronchiole cellular hyperplasia with blebbing of cytoplasm that is particularly evident in the α7^G^ following CS (arrow heads). Some of these protrusions include cell nuclei (asterisk). The increased bronchiole club cell hyperplasia in α7^E260A:G^ mice is evident and not particularly increased by CS.; Bar = 20 microns. F. Peroxide-based immunohistochemical analysis showing signal for the definitive club cell marker, CC10, in both α7-genotypes as noted. Arrows distinguish some of the CC10-labeled club cells. Relatively large aggregates common to the α7^E260A:G^ lung are also seen (arrow head; [7]). G. Immunohistochemical analysis of a portion of the bronchial lining of CS-exposed mice as indicated and stained for CC10 using peroxidase. The panels on the left omitted primary antibody, but were otherwise handled similar to those with primary anti-CC10 on the right. Arrows indicate stained club cell blebs.

### Comparison of gene expression of both α7-genotypes in CS distal lung epithelium

In previous studies we have demonstrated that the lung epithelium response to many inflammagens is strongly modulated by α7 [7, 11, 12]. To extend these findings of the impact by α7 coupling to transcriptional processes, we next determine the influence of CS smoke on the epithelial CD45^-^ cell fraction of the distal lungs. To do this, we isolated epithelial cells from the lungs of CS exposed mice of 4 months as above and extracted RNA for RNA-Seq analysis (Methods and [7]). 

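The authors deposited 8 RNA-Seq libraries from this experiment, each holding the number of reads counted on the coding sequence (CDS counts) of 22756 genes, without normalization. There was 1 library from male and 1 from female mice in each of 4 groups, α7 G control, α7 G CS, α7 E260A:G control and α7 E260A:G CS. CS was given on 5 days per week for 4 months. The total CDS counts per library lay between 8020726 and 10944100, with a median of 8728563.5. The median was 8840965 in α7 G control, 8728563 in α7 G CS, 9575729 in α7 E260A:G control and 8530301 in α7 E260A:G CS. The gene that carries the mutation, Chrna7 (ENSMUSG00000030525.6), lies on chromosome 7 from 70243578 to 70357455 of the mm9 genome build. Its CDS count was 0 in 7 of the 8 libraries and 4 in the male α7 E260A:G control. At these depths a count of 3, taken as the floor, corresponds to 0.27 to 0.37 RPM. Expression of Chrna7 was thus below the floor in 7 libraries and just above it in the male α7 E260A:G control, too low to compare. CDS counts do not carry the sequence of the substitution. The Y-linked transcript of Ddx3y had between 520 and 882 counts in the male libraries and 0 in the female libraries. Each count was divided by the total of its library to give RPM, and the male and female values of a group were averaged. Because a group holds 1 male and 1 female library, the spread within a group is the difference between the sexes, which cannot be told apart from any other difference between the 2 libraries. Intervals and detection floors given for these libraries cover counting error only.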

The ratio between changes exceeding 2-fold in gene expression based upon average normalized read counts for each sample (Methods) that compare the CS versus Control genes are listed in S1 Table and graphic analyses of the results are summarized in Fig 3. As shown in Fig 3A, there was overall excellent agreement in gene expression between genders in their baseline gene expression and the response to CS. For α7^G^ this exceeds an R^2^ = 0.97 for both control and CS exposed experimental conditions. This value did decrease in the α7^E260A:G^ to the highly significant R^2^ of 0.88 (controls) and R^2^ = 0.83 after CS. 

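Across all 22756 genes, R2 between the log2 of the male and of the female CDS count plus 1 was 0.964 in α7 G control, 0.967 in α7 G CS, 0.927 in α7 E260A:G control and 0.963 in α7 E260A:G CS. On untransformed counts R2 was 0.973, 0.969, 0.779 and 0.833 in the same order. For the 7190 transcripts that passed the abundance filter R2 was 0.864, 0.933, 0.588 and 0.796, the largest change in all groups but α7 G CS, where R2 was 0.928 for genes counted in both libraries. The counts of a library relative to the mean of all libraries changed with CDS length, by 0.41 (log2 per doubling of length) in the male α7 E260A:G control and by -0.24 in the female α7 E260A:G control. In α7 G CS this slope was -0.24 in the male and -0.20 in the female library. With each library's dependence on CDS length removed, a setting chosen after seeing the data, R2 of the same 7190 transcripts was 0.885, 0.931, 0.813 and 0.889. These R2 values are taken across genes, which are not independent replicates.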

The greater variability in the α7^E260A:G^ relative to controls is similar to previous observations of increased base-line fluctuations in the lung epithelium that lack α7-coupling to cell signaling mechanisms. Thus, in addition to confirming the correspondence in α7-associated gene expression between genders, the results also reveal the high reproducibility achieved using this method to measure transcriptome expression. 

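With sex added to a model of the 4 groups, 2 of the 7190 transcripts differed between the male and the female libraries with an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1574 had an unadjusted p under 0.05. The 2 transcripts were those of the Y-linked genes Eif2s3y and Kdm5d. Ddx3y, also Y-linked and among the tested transcripts, was not called, although it had 520 to 882 counts in the male libraries and 0 in the female. The edgeR test can thus miss a difference that is present. DESeq2 called 51 transcripts in the same comparison. The log2 ratio of CS to control in the male libraries correlated across transcripts with that in the female libraries with r = 0.67 in α7 G and r = 0.18 in α7 E260A:G. After removal of the dependence on CDS length, r was 0.40 in α7 G and 0.28 in α7 E260A:G. The log2 ratio of α7 E260A:G to α7 G in the male libraries correlated with that in the female libraries with r = 0.086 in controls and r = 0.40 after CS, and with r = 0.35 and r = 0.52 after removal of the dependence on CDS length.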

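The 7190 transcripts with a mean CDS count of at least 200 were tested in one model of the 8 libraries. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 transcripts differed between CS and control with an adjusted p under 0.05 in α7 G, where 480 had an unadjusted p under 0.05. In α7 E260A:G the test also called 0 transcripts, and 122 had an unadjusted p under 0.05. With the libraries of different groups paired by sex, the deviations of same-sex libraries from their group means correlated across transcripts with r = 0.13 between α7 G control and α7 G CS and r = 0.83 between α7 E260A:G control and α7 E260A:G CS. With sex as a replicate block, the test called 0 transcripts in α7 G (1107 at an unadjusted p under 0.05) and 0 in α7 E260A:G (231 at an unadjusted p under 0.05). The alternative that moved the α7 G count most was a fit of the 4 libraries of one genotype alone, which called 1150 transcripts in α7 G and 0 in α7 E260A:G (55 at an unadjusted p under 0.05). For α7 E260A:G it was DESeq2, which called 11 transcripts in α7 E260A:G and 26 in α7 G. On counts simulated at this number of libraries, the same test recovered 96.5% of 200 transcripts changed by 2 on the log2 scale. It recovered 62.5% when the simulated libraries were given the dependence on CDS length of the real ones. The simulation gave every transcript the same dispersion (0.0767) and, beyond length, no deviation shared by libraries of a sex. These shares therefore do not say how many such changes would be found in the real libraries. The size of the CS response depended on the length of the CDS. In α7 G the log2 ratio of CS to control changed by -0.47 per doubling of CDS length in the male libraries (r = -0.74 across transcripts) and by -0.26 in the female libraries (r = -0.62). For α7 E260A:G it changed by -0.22 in the male libraries (r = -0.56) and by 0.042 in the female libraries (r = 0.12).

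**Figure D1:**
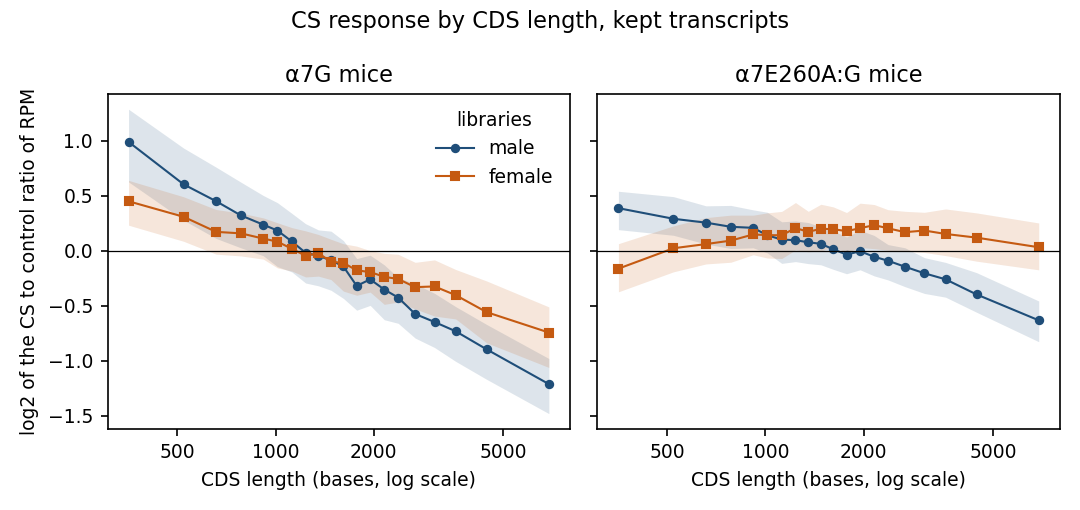
Median log2 ratio of CS to control RPM in 20 groups of transcripts of rising CDS length, in bases on a log scale, for the male and the female libraries of each genotype. Lines join the medians and bands span the lower to the upper quartile. In the male α7 G libraries the median runs from 0.99 in the shortest group to -1.21 in the longest, and in the female α7 E260A:G libraries from -0.16 to 0.03.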

When the averaged results are subjected to MA plot analysis (Fig 3B) the number of significantly altered transcripts produces an overall similar outcome although the transcript numbers impacted differ between the α7^G^ lung when compare to the α7^E260A:G^ samples (also see S1 Table). 

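The difference of the CS response between the genotypes was tested as an interaction term. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 7190 transcripts passed an adjusted p of 0.05 and 102 had an unadjusted p under 0.05. With the replicate block for sex, 0 passed and 221 had an unadjusted p under 0.05. DESeq2 called 3 transcripts. Over both exposures, 6 transcripts differed between the genotypes with an adjusted p under 0.05, 5 higher and 1 lower in α7 E260A:G, and 854 had an unadjusted p under 0.05. With the replicate block this count was 40, where the deviations of same-sex libraries correlated with a mean r of 0.32 over the 6 pairs of groups. With an offset for each library's dependence on CDS length it was 476. Trim12a (ENSMUSG00000066258.6, chromosome 7) had 395 to 460 counts in the α7 G libraries and 0 or 1 in the α7 E260A:G libraries, a log2 fold-change of -8.96 in edgeR (standard error 0.35, adjusted p = 0.000184). Its reads could be shared with near-identical members of the Trim family. The log2 fold-change in edgeR was 4.27 for Gdpd3 (standard error 0.40, adjusted p = 0.0211), 3.12 for Mtap6 (standard error 0.23, adjusted p = 0.00934) and 2.83 for Msr1 (standard error 0.24, adjusted p = 0.0143). For F10 it was 2.34 (standard error 0.23, adjusted p = 0.0211) and for Slc39a2 1.78 (standard error 0.17, adjusted p = 0.0211) in edgeR. For each of the 6 transcripts, which were selected in these libraries, the values of the 4 α7 E260A:G libraries did not overlap those of the 4 α7 G libraries.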

Collectively these results suggest that an α7-associated modulated component of the CS response is limited, but not absent, in the CS exposed lung.

**Fig 3:**
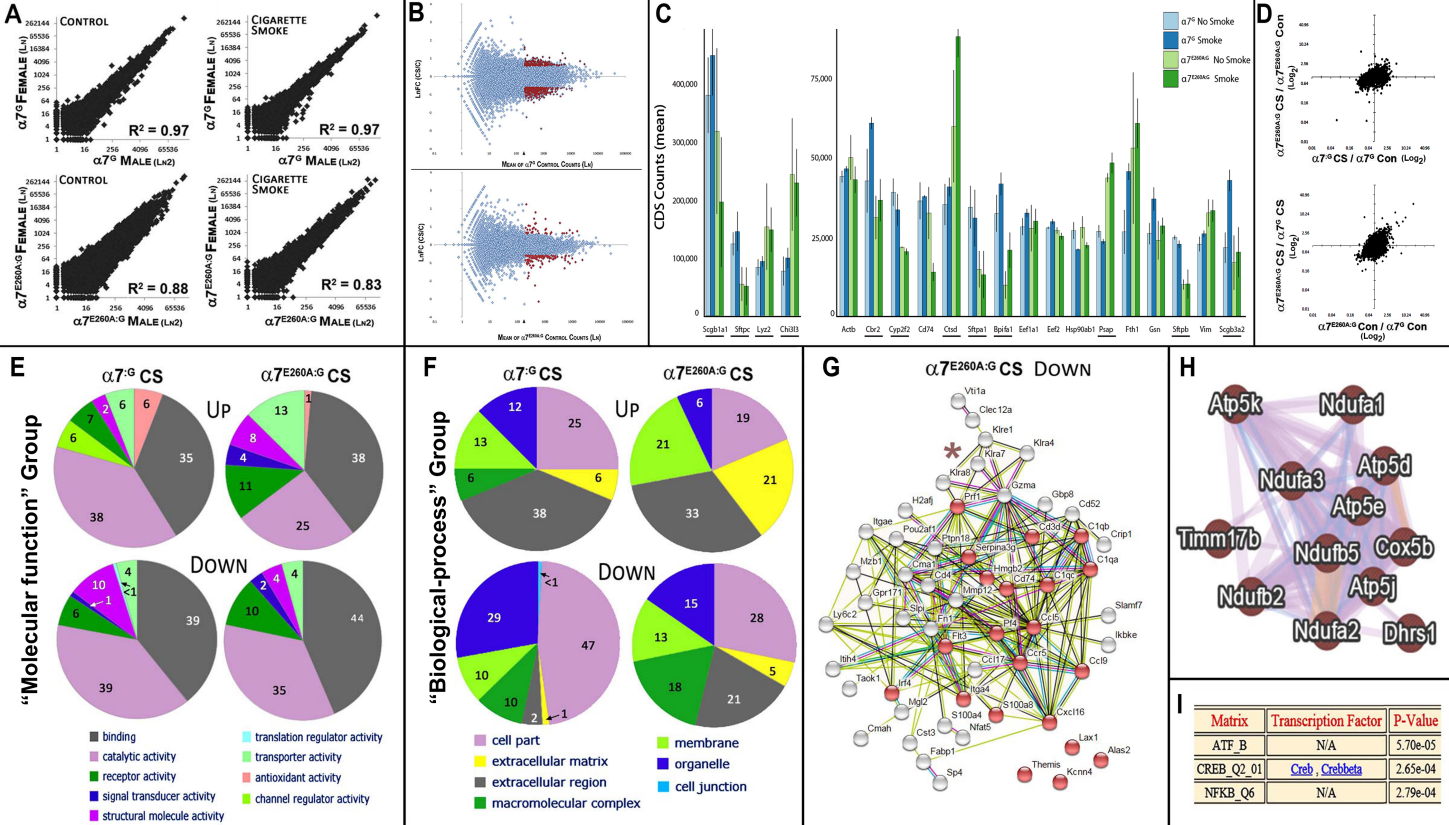
Changes in gene expression associated with CS. A. Comparison of all transcripts measured using RNA-Seq methods between males and females of each α7 genotype. CD45^-^ interstitial epithelial cells were isolated and RNA-Seq performed. Transcript data were converted to CDS values and Log_2_ plots were generated comparing α7-genotypes with and without CS exposure as indicated. Highly significant correlation values (R^2^) confirm both the absence of gender effects and the overall excellent reproducibility for this measurement. B. MA plots compare the transcriptional impact (fold-change, FC) CS has on the ratio change in expression between CS exposed and control α7^G^ epithelium (upper plot) versus those of the α7^E260A:G^ lung (lower plot). Red coloring defines transcripts that differed by >2-fold between control and CS exposure and whose CDS count was on average >200. C. Average transcript (CDS) abundance for the top 20 transcripts. Comparisons of both α7-genotypes not receiving (No Smoke) or receiving CS (Smoke) are plotted. Genes underlined differ in expression between genotypes significantly (p<0.05). The error bars reflect +/- s.e.m. D. Plots charting the overall change in expression for the remaining examined transcripts as related to either their genotype of origin (top plot) or to CS (lower plot). E. Molecular Function plots (Panther) for the top 100 responsive genes of each α7 genotype reflects similarities among gene transcript functional groupings most altered by CS (associated fold change of >2 (increased (Up); decreased (Down)). Percent values for each category are shown within each functional cluster. F. Similar to Panel D, plots reflect gene transcript assignments (Panther) to ‘Biological–process’ are shown and these exhibit greater disparity suggestive of an α7 genotype impact. Percent values are listed for each functional cluster. G. STRING analysis (Methods) of the relationship between gene products whose transcript values exhibited the most significant changes related to α7-genotype. In this case these genes are decreased by CS in the α7^E260A:G^ by >2-fold. The genes highlighted in red are related through ‘immune response’ (FDR 3.17e-8) indicative of the reduced inflammatory response seen in the α7^E260A:G^ lung epithelium. The asterisk identifies a gene group in the killer cell lectin-like receptor family (Klr xx). H. A portion of a GeneMANIA drawn diagram showing the interrelationship among genes strongly dysregulated in the α7^E260A:G^ after CS exposure. These genes are mostly located in mitochondrial respiratory complex 1 (FDR 2xe1-19). I. PASTAA analysis these suggests these genes share potential common transcriptional interactions through CREB (FDR 2.65e-4) and NF-κB (2.79e-4).

Transcripts from a relatively small number of genes account for a large proportion of the total cellular poly(A)+ RNA pool. The 50 most abundant transcripts account for each sample more than 20 percent of all transcripts identified and the most 20 abundant transcripts over 15 percent (Table 1). 

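Among the transcripts that passed the filter, the 50 most abundant took between 17.2% and 25.8% of all CDS counts of a library, and the 20 most abundant between 11.6% and 19.5%. Both lowest shares were those of the male α7 E260A:G control and both highest those of the female α7 E260A:G CS library. The widest 95% Wilson interval of any of these shares spanned 0.057 percentage points. Relative to the counts on the filtered transcripts alone, the lowest share was 19.0% for the 50 most abundant and 12.9% for the 20 most abundant. Mitochondrially encoded transcripts, which took 2.28% to 5.49% of the counts of a library, gave 6 of the 20 most abundant transcripts in α7 G control. With these left out, a choice made after seeing the data, all 20 transcripts that Table 1 lists for α7 G control were the 20 most abundant.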

For each sample group the top 20 transcripts are ranked relative to the control α7^G^ no-CS and plotted in Fig 3C. Of these 12 were significantly different in expression between α7^G^ and α7^E260A:G^ samples. 

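For the 20 transcripts of Fig 3C, the mean RPM of the 4 α7 E260A:G libraries was compared with that of the 4 α7 G libraries over both exposures. In a two-sided exact permutation test over all 70 arrangements, 9 of the 20 transcripts had p = 0.0286, the smallest p the test can give. These were Sftpc, Chi3l3, Cyp2f2, Ctsd, Sftpa1, Bpifa1, Psap, Sftpb and Vim, and 8 of the 9 are underlined in Fig 3C. After Benjamini-Hochberg adjustment over the 20 transcripts, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.0635 in this exact test. The alternative that moved the count most was edgeR's quasi-likelihood test of the genotype difference, which called 0 of the 20 without a term for sex and 0 with sex as a replicate block (15 at an unadjusted p under 0.05). With an offset for CDS length edgeR called 11 of the 20, and with both the block and the offset 14 of the 20, settings applied to these transcripts after seeing the data. Within the 4 pairs of libraries of the same sex and exposure, each of the 12 transcripts underlined in Fig 3C differed in the same direction in 4 of 4 pairs, as did 3 of the 8 others (Fth1, Vim and Eef2). The 16 arrangements within pairs give no p under 0.125. Psap had 2866 ± 399 RPM (SD, n = 4) in α7 G and 5144 ± 947 in α7 E260A:G. Vim had 2761 ± 256 RPM in α7 G and 3633 ± 313 in α7 E260A:G.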

The most highly expressed gene was secretoglobin, family 1A member 1 (Scgb1a1; aka, Clara cell-specific 10 kD protein, CC10). 

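Scgb1a1 (ENSMUSG00000024653.2, chromosome 19, 9158126 to 9162448 of mm9) was the most abundant transcript of α7 G control. It accounted for 4.68% ± 0.85 of all CDS counts in α7 G (SD, n = 4 libraries) and for 2.69% ± 1.39 in α7 E260A:G (SD, n = 4). The 95% Wilson interval of the share in a single library was at most 0.031 percentage points wide. The libraries of the genotypes overlapped (exact permutation test, two-sided, p = 0.0571), and within pairs of the same sex and exposure the α7 E260A:G library was lower in 4 of 4 pairs. The male α7 E260A:G control library had 174690 counts and the female one 458639. The log2 fold-change between the genotypes was -0.69 (standard error 0.51, adjusted p = 0.715, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With sex as a replicate block and an offset for CDS length, the log2 fold-change of Scgb1a1 was -0.82 (adjusted p = 0.0532).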

On average Scgb1a1 accounted for more than 5 percent of all α7^G^ transcripts and 3.5 percent of the α7^E260A:G^ samples. Other abundant transcripts include the ATII cell-specific surfactant protein C transcript (SftpC) followed by Lyz2 and Chi3l3. 

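For α7 G control, Sftpc had 13871 ± 2004 RPM, Lyz2 had 9344 ± 1426 RPM and Chi3l3 had 8537 ± 3241 RPM (SD, n = 2 libraries). The values in α7 G CS were 16529 ± 5112 for Sftpc, 10676 ± 1207 for Lyz2 and 11340 ± 2546 for Chi3l3. Those in α7 E260A:G control were 5370 ± 3205 for Sftpc, 15162 ± 7865 for Lyz2 and 24353 ± 9337 for Chi3l3. Those in α7 E260A:G CS were 5747 ± 4842 for Sftpc, 17086 ± 4864 for Lyz2 and 26420 ± 7372 for Chi3l3. For these 3 transcripts the change of the mean with CS was smaller than the difference between the male and the female α7 E260A:G control.

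**Figure D2:**
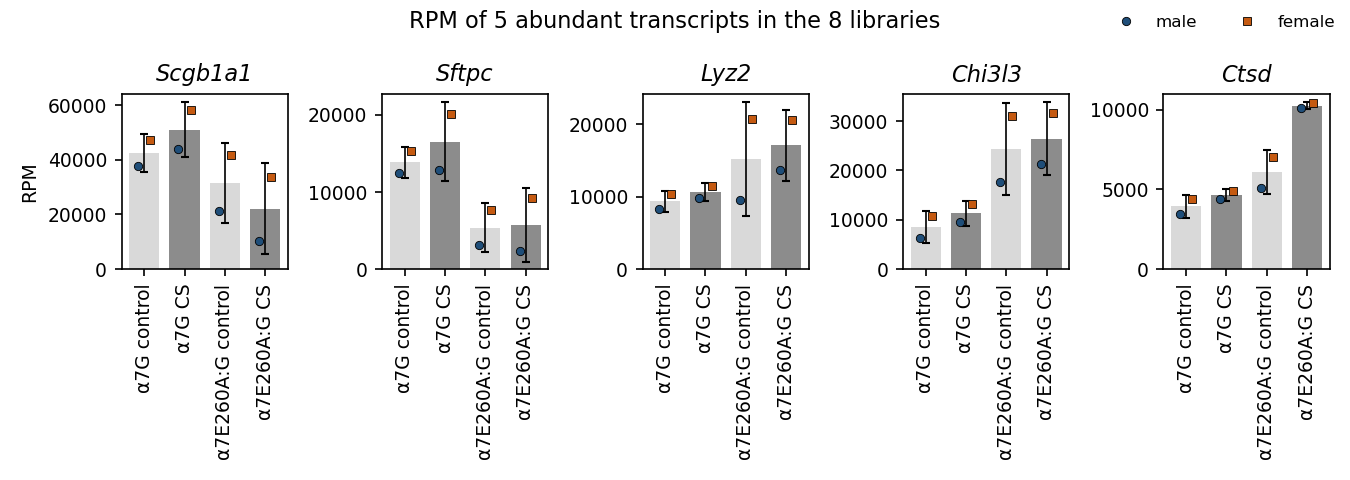
RPM of Scgb1a1, Sftpc, Lyz2, Chi3l3 and Ctsd in each of the 8 libraries (points, male and female) with the mean (bars) and SD (error bars) of the 2 libraries of each group. The 4 α7 E260A:G libraries lie below the 4 α7 G libraries for Sftpc and above them for Chi3l3 and Ctsd, while for Scgb1a1 and Lyz2 the genotypes overlap.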

There were also genes exhibiting a substantial relative decrease in expression. Notable is the reduced expression of surfactant protein genes in the α7^E260A:G^ relative to the α7^G^ and this accompanies the increased expression of Lyz2 and Chi3l3. 

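Over the 4 libraries of each genotype, Sftpc (ENSMUSG00000022097.3) had 15200 ± 3522 RPM in α7 G and 5558 ± 3359 in α7 E260A:G (SD, n = 4, exact permutation test, two-sided, p = 0.0286). Sftpa1 had 3678 ± 917 RPM in α7 G and 1489 ± 710 in α7 E260A:G (exact permutation test, p = 0.0286). Sftpb had a mean of 2701 RPM in α7 G and of 1101 in α7 E260A:G (exact permutation test, p = 0.0286). Chi3l3 rose from 9938 ± 2878 RPM in α7 G to 25387 ± 6971 in α7 E260A:G (exact permutation test, p = 0.0286). Lyz2 had 10010 ± 1324 RPM in α7 G and 16124 ± 5454 in α7 E260A:G, with overlap between the libraries of the genotypes (exact permutation test, p = 0.114), and within pairs of the same sex and exposure it was higher in α7 E260A:G in 4 of 4 pairs. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold-change between genotypes was -1.31 for Sftpc (standard error 0.56, adjusted p = 0.432), 1.47 for Chi3l3 (standard error 0.40, adjusted p = 0.177) and 0.80 for Lyz2 (standard error 0.39, adjusted p = 0.497). In edgeR it was -1.18 for Sftpa1 (standard error 0.48, adjusted p = 0.382) and -1.20 for Sftpb (standard error 0.32, adjusted p = 0.176). With sex as a replicate block and an offset for CDS length, the adjusted p in edgeR was 0.00686 for Sftpc, 0.00155 for Chi3l3, 0.00907 for Lyz2, 0.00718 for Sftpa1 and 0.0126 for Sftpb. Of 17 other transcripts listed as markers of alveolar macrophages, 16 were higher in α7 E260A:G, and the mean of their log2 values was higher by 0.93 (exact permutation test over the 8 libraries, p = 0.0286).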

The reduced expression of surfactant gene transcripts by α7^E260A:G^ also extends to other ATII cell marker transcripts including Cyp2f2 as well as others including the transcript for BPI fold containing family A, member 1 (Bpifa1; aka, Splunc1), which is constitutively reduced in expression in the α7^E260A:G^ lung epithelium and whose function is associated with protecting against eosinophilic responses [23]. 

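Cyp2f2 (ENSMUSG00000052974.7, chromosome 7) had 4105 ± 558 RPM in α7 G and 2344 ± 251 in α7 E260A:G (SD, n = 4, exact permutation test, two-sided, p = 0.0286). Bpifa1 (ENSMUSG00000027483.7, chromosome 2) had 3628 ± 617 RPM in α7 G control and 984 ± 435 in α7 E260A:G control (SD, n = 2). With CS it rose to 4750 ± 473 RPM in α7 G and to 2401 ± 718 in α7 E260A:G, and over both exposures all α7 E260A:G libraries were below all α7 G libraries (exact permutation test, p = 0.0286). The log2 fold-change between genotypes was -0.75 for Cyp2f2 (standard error 0.19, adjusted p = 0.16) and -1.32 for Bpifa1 (standard error 0.35, adjusted p = 0.171) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With sex as a replicate block and an offset for CDS length, the adjusted p was 0.00928 for Cyp2f2 and 0.00155 for Bpifa1. Of 9 transcripts listed as ATII markers, 0 were higher in α7 E260A:G, and the mean of their log2 values changed by -1.21 (exact permutation test over the 8 libraries, p = 0.0286). For 5 general epithelial transcripts (Epcam, Cdh1, Krt8, Krt18 and Krt19) the mean of the log2 values changed by -0.64 (exact permutation test, p = 0.0286).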

Finally, a particularly responsive transcript to CS that was favored in the α7^E260A:G^ lung encodes cathepsin D (Ctsd) whose function can be related to altered pro-inflammatory responses but also fibrosis [24] and low-oxygen stress conditions [25].

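Ctsd (ENSMUSG00000007891.8, chromosome 7, 149557053 to 149573943 of mm9) had 3935 ± 702 RPM in α7 G control and 4644 ± 367 in α7 G CS, against 6082 ± 1365 in α7 E260A:G control and 10270 ± 200 in α7 E260A:G CS (SD, n = 2 libraries). The ratio of CS to control was 1.27 in male and 1.11 in female α7 G mice, and 1.98 in male and 1.48 in female α7 E260A:G mice. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold-change with CS was 0.36 in α7 G (standard error 0.37, adjusted p = 0.665) and 0.64 in α7 E260A:G (standard error 0.37, adjusted p = 1). The difference between these responses was 0.28 in edgeR (standard error 0.52, adjusted p = 0.997). With sex as a replicate block and an offset for CDS length, the log2 fold-change of Ctsd between the genotypes was 0.96 (adjusted p = 0.00624). Without these it was 0.97 in edgeR (standard error 0.26, adjusted p = 0.18), with all 4 α7 E260A:G libraries above all 4 α7 G libraries (exact permutation test, two-sided, p = 0.0286).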

**Table 1:** The 20 most abundant transcripts and their respective rank relative to the α7^G^ control.

α7^G^ C*		α7^G^ CS**		α7^E260A:G^ C*		α7^E260A:G^ CS**	
Rank & Gene	RPM^1^	Rank & Gene	RPM	Rank & Gene	RPM	Rank & Gene	RPM
**1 Scgb1a1**	92635	**1 Scgb1a1**	120766	**1 Scgb1a1**	81179	**4 Chi3l3**	62005
**2 Sftpc**	30229	**2 Sftpc**	39150	**4 Chi3l3**	62133	**1 Scgb1a1**	53376
**3 Lyz2**	20367	**4 Chi3l3**	26845	**3 Lyz2**	39153	**3 Lyz2**	40112
**4 Chi3l3**	18686	**3 Lyz2**	25256	**9 Ctsd**	15297	**9 Ctsd**	23755
**5 Actb**	10804	**6 Cbr2**	16403	**2 Sftpc**	13963	**16 Fth1**	16411
**6 Cbr2**	10389	**5 Actb**	12525	**16 Fth1**	13522	**2 Sftpc**	13907
**7 Cyp2f2**	9553	**16 Fth1**	12300	**5 Actb**	12818	**21 Ctss**	13284
**8 Cd74**	8972	**20 Scgb3a2**	11543	**21 Ctss**	11889	**15 Psap**	12987
**9 Ctsd**	8582	**11 Bpifa1**	11235	**15 Psap**	11194	**5 Actb**	11613
**10 Sftpa1**	8380	**9 Ctsd**	10985	**22 B2m**	9972	**41 Ccl6**	10345
**11 Bpifa1**	7910	**8 Cd74**	10179	**41 Ccl6**	8828	**6 Cbr2**	9889
**12 Eef1a1**	6909	**17 Gsn**	9966	**19 Vim**	8344	**19 Vim**	8980
**13 Eef2**	6847	**7 Cyp2f2**	9045	**8 Cd74**	8322	**12 Eef1a1**	8095
**14 Hsp90ab1**	6608	**12 Eef1a1**	8780	**6 Cbr2**	7961	**17 Gsn**	7669
**15 Psap**	6589	**37 Scgb3a1**	8364	**29 Tmsb4x**	7461	**35 Cd9**	7656
**16 Fth1**	6464	**10 Sftpa1**	8328	**14 Hsp90ab1**	7216	**13 Eef2**	6799
**17 Gsn**	6361	**13 Eef2**	8049	**12 Eef1a1**	7100	**22 B2m**	6741
**18 Sftpb**	6101	**22 B2m**	7843	**13 Eef2**	6938	**34 Mpeg1**	6443
**19 Vim**	5568	**21 Ctss**	7171	**17 Gsn**	6164	**14 Hsp90ab1**	6017
**20 Scgb3a2**	5260	**19 Vim**	7005	**33 Flna**	5872	**24 Aldh1a1**	5966

* C = Control.

** CS = Cigarette Smoke.

^1^RPM = Average (male and female) reads per million.

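Across the 7190 transcripts, the log2 ratio of CS to control in α7 G correlated with that in α7 E260A:G with r = 0.45, a description across genes, which are not independent replicates. This r was 0.67 in the male libraries alone and 0.0077 in the female libraries alone, the setting that moved it most. After removal of each library's dependence on CDS length it was 0.32. The log2 ratio of α7 E260A:G to α7 G in controls correlated with that after CS with r = 0.48, and with r = 0.69 in the male and r = 0.45 in the female libraries alone.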

When transcript values that reflect ratio changes in gene expression with and without CS (S1 Table) are plotted as in Fig 3D there is overall good agreement between the samples from different α7 genotypes. 

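From the average RPM of the male and female libraries, the ratio of CS to control exceeded 2.5 for 17 transcripts in α7 G and for 20 in α7 E260A:G. It exceeded 2 for 113 transcripts in α7 G and for 40 in α7 E260A:G. The ratio exceeded 2 in both sexes for 24 transcripts in α7 G and for 19 in α7 E260A:G. The setting that moved the α7 G count most was the use of the male libraries alone, which gave 370 transcripts, against 44 from the female libraries alone. From α7 E260A:G the male libraries alone gave 73 transcripts and the female libraries alone 158. With the dependence on CDS length removed, 37 transcripts in α7 G and 39 in α7 E260A:G exceeded 2.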

The relatively small differences are reflected by only 17 transcripts being increased in the α7^G^-CS lung epithelium >2.5-fold (41 genes > 2-fold) and 28 in the α7^E260A:G^ samples (84 genes > 2-fold). Of those decreasing by the same margin, 123 were unique to α7^G^-CS and 30 to the α7^E260A:G^-CS lung epithelium. 

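The ratio of CS to control fell below the inverse of 2.5 for 108 transcripts in α7 G and for 15 in α7 E260A:G, of which 100 did so in α7 G and not in α7 E260A:G and 7 in α7 E260A:G and not in α7 G. At the 2-fold margin 395 transcripts decreased in α7 G and 39 in α7 E260A:G, and 169 in α7 G and 13 in α7 E260A:G decreased in both sexes. The 395 transcripts had a median CDS length of 5169 bases and the 113 that increased in α7 G had a median of 432 bases, against 1547.5 bases for all 7190. With the dependence on CDS length removed, 35 transcripts decreased by more than 2-fold in α7 G and 19 in α7 E260A:G. Taking its results together, the agreement of the sexes and the MA plots among them, the paper proposes that α7 modulates some, but only a limited part, of the CS response.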

To determine if these transcripts share common functions, an analysis using Panther functional grouping placed them into nine major subcategories in the “molecular function” (Fig 3E) and seven in “biological function” (see Fig 3F). For this analysis the top 100 responsive genes for each α7 genotype were included. The functional groups include for example those associated with activities related as ‘binding,’ ‘catalytic,’ ‘transporter’ and ‘antioxidant activity.’ Of note is the similarity in the relative proportion of gene expression that is increased by CS in both α7-genotypes. A few differences such as the greater differences in the α7^E260A:G^ lung epithelium after CS relative to the α7^G^ are noted. This includes the reduction of genes in ‘antioxidant activity’ seen in the α7^G^ lung in response to CS that is largely absent in the α7^E260A:G^ response. 

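A list of 9 ATII transcripts (Sftpc, Sftpb, Sftpa1, Sftpd, Abca3, Lamp3, Slc34a2, Napsa and Etv5) was examined for the response to CS in α7 G. CS gave a median log2 ratio of -0.13, with 7 of the 9 transcripts decreased. The median was -0.38 in the male and 0.036 in the female libraries. Among 10000 random lists of the same size matched on mean expression, the median of the list lay at percentile 24.7. The α7 E260A:G median was 0.0081, with -0.55 in the male and 0.27 in the female libraries, at percentile 23.9.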

Also, a trend in the data towards CS-associated decreases in α7^G^ ATII-specific transcripts was noted, but this was not significant (p>0.05; not shown).

When ‘biological-process’ relationships (Fig 3F) are calculated, the α7-genotype impacts more on gene groupings in response to CS. This includes a notable increase in the expression of genes related to the extracellular matrix that is particularly strong in the CS-α7^E260A:G^, macro-molecular complexes whose expression is mostly decreased in CS-α7^E260A:G^ and organelle–associated gene transcripts such as those in mitochondria are also altered in the CS-exposed lung epithelium. The results of web-based analysis search applications (Methods) suggested these effects occur in several common functional categories. This included additional decreases in the CS-α7^E260A:G^ lung transcripts associated with ‘cell chemotaxis’ such as Ccl5, Ccr5, Ccl17, Cxcl16 and Hmgb2 (FDR 3.17e-8; Fig 3G). 

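The 55 genes of Fig 3G were all found in the count files. Their median log2 ratio of CS to control in α7 E260A:G was -0.81, with 54 of the 55 transcripts decreased, 46 of them in both sexes. The median was -0.58 in the male and -0.92 in the female libraries, and 19 transcripts decreased by more than 2-fold in the average of the sexes. The list lay at percentile 0 of 10000 random lists of the same size matched on mean expression, which describes these libraries and a list chosen for its decrease. For α7 G the median was -0.14, at percentile 41.4, and at percentile 0.02 of lists matched on CDS length as well. With the dependence on CDS length removed, the α7 G median was -0.30, at percentile 0. Ccl17 (ENSMUSG00000031780.1) had 45.0 ± 21.1 RPM in α7 E260A:G control and 9.14 ± 7.10 in α7 E260A:G CS (SD, n = 2 libraries). Cxcl16 had 39.3 ± 6.01 RPM in α7 E260A:G control and 17.8 ± 3.64 in α7 E260A:G CS. Ccl5 had 285 ± 204 RPM in α7 E260A:G control and 153 ± 58.8 in α7 E260A:G CS. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold-change with CS in α7 E260A:G was -1.24 for Cxcl16 (standard error 0.36, adjusted p = 1) and -1.05 for Ccl5 (standard error 0.64, adjusted p = 1). Ccl17 and Hmgb2 had a mean count under 200 and were tested among all 17542 transcripts with at least 1 count. Their log2 fold-change in edgeR was -2.36 for Ccl17 (standard error 0.63, adjusted p = 0.911) and -1.20 for Hmgb2 (standard error 0.42, adjusted p = 1).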

Also decreased are those associated with ciliary functions (FDR 1.04e-6; GeneMANIA default values), which is consistent with the decreased numbers of ciliated cells in the bronchia of this genotype [7]. 

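Of 13 axonemal dynein heavy chain genes in the count files, 12 had enough counts to be used. Their median log2 ratio of CS to control in α7 E260A:G was -0.48, with 10 of the 12 transcripts decreased, 9 of them in both sexes. These are among the longest transcripts measured, with a median CDS of 13425 bases. The list lay at percentile 0.01 of random lists matched on mean expression and at percentile 73.5 of lists matched on CDS length as well. With each library's dependence on CDS length removed, the direction changed and the median was 0.13. In α7 G the median was -1.47, with all 12 transcripts decreased, at percentile 0.19 of lists matched on CDS length. It was -0.27 in α7 G with the dependence on length removed, at percentile 2.17. For 11 transcripts listed as markers of ciliated cells, 2 of them dyneins, the median log2 ratio was 0.16 in α7 E260A:G and -0.54 in α7 G.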

Another transcript that is decreased in the CS-α7^E260A:G^ is CD74 (Fig 3G and S1 Table). This gene is expressed by ATII cells [26, 27] where it is a component of antigen processing and presentation, macrophage migration inhibitory factor signaling [28] and in some cells survival signaling through NF-κB/RelA pathways [29]. 

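Cd74 (ENSMUSG00000024610.8, chromosome 18, 60963502 to 60972300 of mm9) had 3328 ± 533 RPM in α7 E260A:G control and 1615 ± 332 in α7 E260A:G CS (SD, n = 2 libraries). The ratio of CS to control was 0.47 in male and 0.50 in female α7 E260A:G mice. The α7 G values were 4152 ± 1271 RPM in control and 4307 ± 163 in CS, with a ratio of 0.88 in male and 1.29 in female mice. The log2 fold-change with CS was -1.14 in α7 E260A:G (standard error 0.38, adjusted p = 1) and 0.18 in α7 G (standard error 0.38, adjusted p = 0.827) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The direction in α7 G changed to -0.17 with an offset for CDS length. The difference between the genotypes in the response was -1.32 in edgeR (standard error 0.53, adjusted p = 0.997).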

Also present is a small cluster of genes in the killer cell lectin-like receptor family (Klr(xx); Fig 3G) that are expressed by bronchial epithelium and participate in control of infections in part through regulating cytotoxic T-cell functions (e.g., [30]). 

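The killer cell lectin-like receptor genes of Fig 3G (Klre1, Klra4, Klra7 and Klra8) lie on chromosome 6, and reads of the Klra genes could be shared among near-identical family members. Klre1 had 69.5 ± 36.8 RPM in α7 E260A:G control and 39.6 ± 6.52 in α7 E260A:G CS (SD, n = 2 libraries). Klra4 had 48.7 ± 24.1 RPM in α7 E260A:G control and 27.1 ± 5.42 in α7 E260A:G CS, and Klra7 had 21.1 ± 12.1 and 12.4 ± 5.67. Klra8 had 17.1 ± 12.0 RPM in α7 E260A:G control and 15.1 ± 0.528 in α7 E260A:G CS, with a ratio of CS to control of 1.79 in male and 0.58 in female mice. For Klre1 the ratio was 0.81 in male and 0.46 in female mice, for Klra4 0.74 and 0.47, and for Klra7 0.67 and 0.55. The log2 fold-change with CS in α7 E260A:G was -0.96 for Klre1 (standard error 0.50, adjusted p = 1), -0.98 for Klra4 (standard error 0.49, adjusted p = 1) and -0.37 for Klra8 (standard error 0.58, adjusted p = 1) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Klra7, which had a mean count under 200, it was -0.87 in edgeR's test of all transcripts (standard error 0.55, adjusted p = 1).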

In humans their expression tends to be dysregulated in those who smoke and/or have COPD [31]. Collectively, the immune-activating genes most impacted by genotype are also as a group responsive to gamma-interferon initiated innate immune processes (FDR 1.43e-4, default settings, not shown), which is consistent with known roles of α7 impact on immune function. These genes exhibit common transcriptional regulatory elements through NF-κB -associated RelA factor that was detected with a P-value of 4.6e-5 (PASTAA; not shown and Methods). This again suggests that the NF-κB/RelA controlled processes are being modulated through α7-signaling in this system.

Finally, following CS there are uniquely altered genes that exhibit close associations with the mitochondrial inner membrane (GeneMANIA Biological based setting; FDR 1.55e-6; Fig 3H). When these genes are selected and entered as a group, the FDR value increases to 2.0e-19 for highly enriched genes associated with hypoxia and those in the mitochondrial complex1 group. These same gene shifts were present in response to LPS suggesting this could be a more generalized response by the α7 genotype to inflammagen (see [7]). These genes are also found to associate with transcriptional regulatory properties through CREB-associated processes (Fig 3I; p = 5.7e-5; PASTAA results (Methods)), which is also a target of α7 cell-signaling [2, 4, 6]. 

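The 12 genes of Fig 3H had a median CDS of 342 bases. Their median log2 ratio of CS to control in α7 E260A:G was -0.13, with all 12 transcripts decreased in the average of the sexes. In the male α7 E260A:G libraries the median was 0.37, with 0 of the 12 transcripts decreased, and in the female α7 E260A:G libraries it was -0.40, with all 12 decreased. The ratios of S1 Table equal those of the female libraries. If the 12 genes were chosen from such ratios, the female decrease may in part reflect that choice. The log2 ratios of single genes in α7 E260A:G ran from -0.33 to -0.040. The list lay at percentile 2.57 of random lists matched on mean expression. In α7 G the median was 1.00, with all 12 transcripts increased, 1.39 in the male and 0.62 in the female libraries. Random lists matched on mean expression and CDS length had a median of 0.62 in α7 G, and with the dependence on CDS length removed the median of the 12 genes was 0.30 in α7 G and -0.070 in α7 E260A:G.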

Collectively this suggests that the α7^E260A:G^ response to CS includes both a change in the expression of genes important to the basic respiratory complex and also a disproportionally strong response in oxidative stress genes perhaps associated with the enhanced dysplasia in the lungs of these mice (see Fig 2 and [7]).

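A list of 11 transcripts that respond to oxidative stress through Nrf2 (Nqo1, Gclc, Gclm, Txnrd1, Srxn1, Gpx2, Akr1b8, Aldh3a1, Hmox1, Slc7a11 and G6pdx) was examined in both genotypes. CS gave a median log2 ratio of 0.67 in α7 E260A:G, with 10 of the 11 transcripts increased, 0.83 in the male and 1.01 in the female libraries. The α7 G median was 0.63, with 8 of the 11 transcripts increased, 0.89 in the male and 0.17 in the female libraries. With the dependence on CDS length removed the median was 0.69 in α7 E260A:G and 0.66 in α7 G. The difference between the genotypes was not tested for this list.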

### The α7-genotype specific changes in CS associated fibrosis and lung cancer risk

A co-morbidity commonly associated with the late stages of chronic CS is fibrosis and increased collagen gene expression [32]. This may also be associated with promoting disease processes of COPD or idiopathic pulmonary fibrosis (IPF). Previously we reported [7] that in the α7^E260A:G^ lung epithelium there is increased fibrillar collagen gene expression as well as other genes often found elevated in fibrotic disease and their dysregulated expression was dramatically worsened after LPS exposure. This also included increased fibrosis along more proximal bronchial airways in the α7^E260A:G^ lung. This observation was examined in the context of CS in the present study. To perform histological examination of lung tissue of 5–8 mice from each CS exposed or not exposed group of both genotypes, lung sections from α7^G^ control and α7^E260A:G^ were prepared and reacted with Masson’s trichrome stain (Fig 4A). There were well-delineated fibrotic deposits along the proximal bronchia of the α7^E260A:G^ that are consistently more prominent in CS relative to the α7^G^ no-CS sections. Subsequent to CS exposure these deposits increase in both genotypes. Also there are dispersed fibrotic-like deposits at local sites in the more distal alveolar sac regions in the CS α7^G^ lung (see Fig 1D). Of note is that the enhanced fibrotic deposits that line the proximal bronchial passages of the α7^G^ lung after CS are similar to those in the α7^E260A:G^ NS lung.

**Fig 4:**
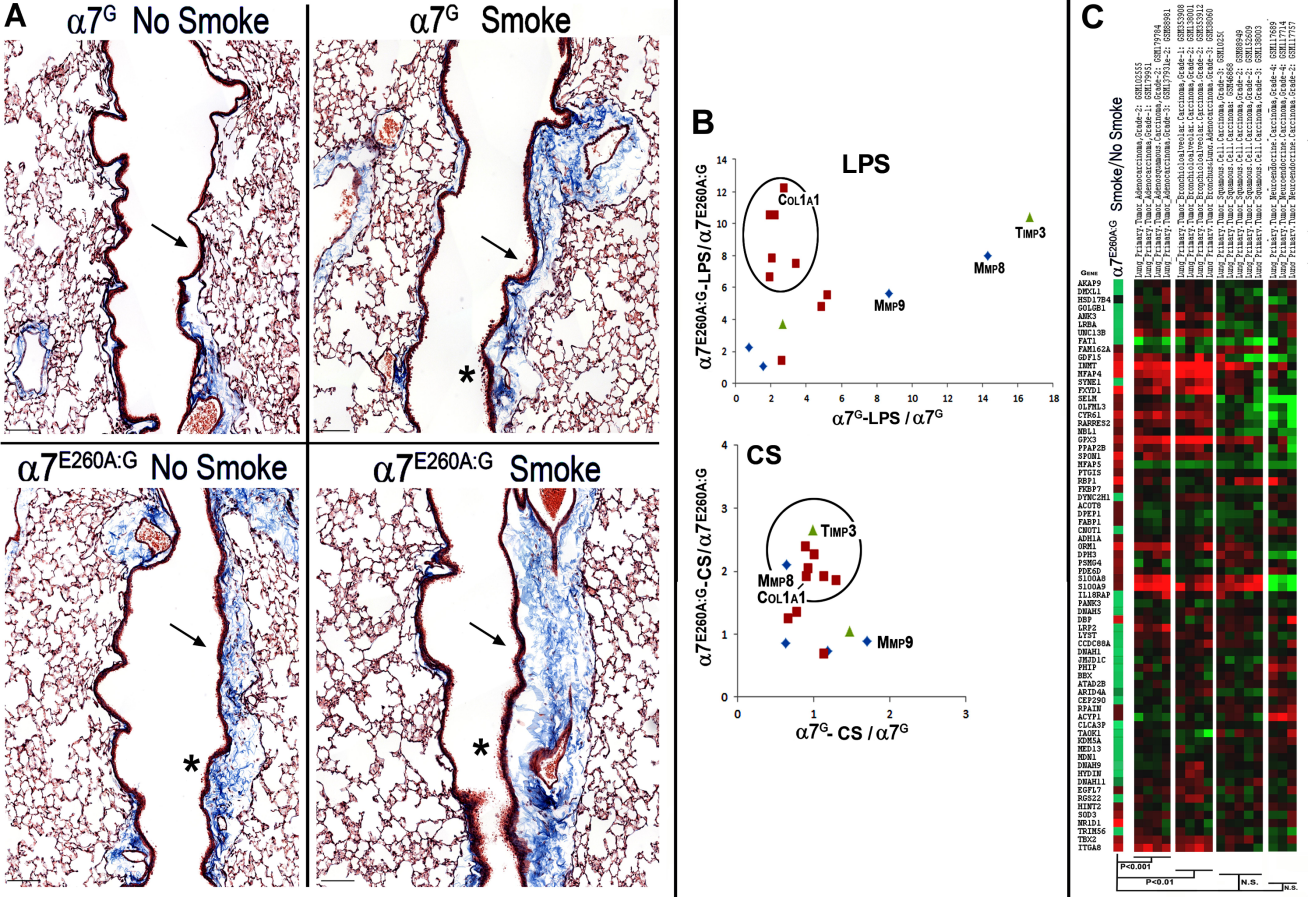
Smoking impact on fibrosis and cancer gene expression. A. Representative longitudinal sections through the large lobe of the lung of mice as indicated. Sections were visualized with Mason’s trichrome stain to emphasize fibrotic regions (blue). The regions for each genotype were photographed in the more proximal lung regions of matched major bronchial projections. Note the prominent fibrotic staining of the bronchial lining (arrows) that are particularly evident after CS, especially in the α7^G^ lung. The α7^E260A:G^ control already exhibits considerable fibrotic deposits (as before [7]) that are not increased in all animals by CS (smoke). Even at this low magnification the increased dysplasia of the bronchial lining is visible (asterisks). Bar = 50 microns. B. Plots show the relative expression of selected pro-fibrotic genes in the α7^G^ or the α7^E260A:G^ and the relative impact of either LPS (from [7]) or CS (Table 2). The genes in the circled region are strongly dysregulated in the α7^E260A:G^ after the respective treatment but not in the α7^G^ (note the scales of relative change in expression, which is more robust in the LPS treated animals). Three genes, Mmp8, Mmp9 and Timp3 are noted for being dysregulated (increased) in α7^G^ by LPS but not CS. Fibrillar collagen genes are largely unchanged although the magnitude of the dysregulated response to LPS and CS differ (Col1a1 is identified). C. Genes exhibiting the greatest changes to CS (from Table 1) are listed and assigned colors reflecting their relative change in expression after CS (Red, increased; Green Decreased). Also plotted for comparison are the same genes whose expression is reported by Metabolic gEne RApid Visualizer for the listed primary lung tumors. Spearman rank correlation values (P) for comparison between adenocarcinoma, bronchioalveolar carcinoma, squamous cell and neuroendocrine tumors are shown. NS = not significant (p>0.05).

To examine overlap between these data and the previously reported α7-modulated acute LPS response [7], we compared the results for the expression of potential fibrotic genes as measured using RNA-Seq. A selection of these transcripts, including a subset of fibrillar collagens (Col), metalloproteases (Mmp) and two transcripts of the tissue inhibitor of metalloproteinase gene family (Timp2 and Timp3) and their ratios between control and treatment groups are shown in Table 2. 

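For the 10 collagen genes of Table 2, the ratio of CS to control in α7 E260A:G, from the average RPM of the male and female libraries, ran from 0.41 for Col6a3 to 1.62 for Col14a1. The ratios in the male α7 E260A:G libraries ran from 0.34 to 1.24 and those in the female α7 E260A:G libraries from 0.83 to 3.51. The α7 G ratios ran from 0.63 for Col4a1 to 1.21 for Col1a1. Mmp3 had a ratio of 2.48 in α7 E260A:G (2.01 in male and 3.09 in female mice), and in α7 G its ratio was 1.55 in male and 1.45 in female mice. Mmp12 had a ratio of 0.12 in α7 E260A:G (0.13 in male and 0.12 in female mice) and 0.23 in α7 G (0.05 in male and 0.52 in female mice). Mmp15 had a ratio of 1.10 in α7 E260A:G, where it was 0.75 in male and 2.55 in female mice. Timp2 had a ratio of 1.14 in α7 E260A:G and 1.52 in α7 G.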

In this comparison the ratios between CDS-values for these genes from previously published RNA-Seq data of LPS treated lung tissue are included [7]. When these data are plotted, as in Fig 4B, the α7^E260A:G^ response to LPS was dominated by a disproportional increase in expression of at least 6 fibrillar collagen genes whereas changes in Mmp8, Mmp9 and Timp3 transcript expression were not α7-genotype dependent. While still elevated, the dramatic rise in α7^E260A:G^ fibrillar collagen gene expression in response to LPS inhalation was not observed after chronic CS exposure (Fig 4B). However, the expression of Mmp8, Mmp9 and Timp3 are basically unchanged from the control in the α7^G^ CS-exposed lung. Thus while there is the trend for already increased fibrillar collagen gene expression in the α7^E260A:G^ lung epithelium to be increased further after chronic CS-exposure, the impact by CS on the expression of genes in the α7^G^-genotype associated pattern seen with LPS was not observed. This suggests that the processes leading to fibrotic deposits of the CS-α7^G^, are likely different between the α7 genotypes and are highly dependent on the inflammatory challenge. 

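Mmp8 had a ratio of CS to control of 0.67 in α7 G, with 0.37 in male and 1.25 in female mice. Mmp9 had a ratio of 0.46, with 0.26 in male and 1.80 in female mice. The male α7 G control library held 2405 counts of Mmp9, against 654 in the male α7 G CS library, and the female libraries held 393 in control and 668 in CS. Timp3 had a ratio of 1.06, with 1.08 in male and 1.04 in female mice. The α7 E260A:G ratios were 0.62 for Mmp8, 0.91 for Mmp9 and 1.29 for Timp3, and that of Timp3 was 0.90 in male and 3.22 in female mice.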

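Col1a1 (ENSMUSG00000001506.9, chromosome 11, 94797538 to 94814356 of mm9) had 173 ± 3.12 RPM in α7 G control, 209 ± 59.0 in α7 G CS, 293 ± 278 in α7 E260A:G control and 415 ± 268 in α7 E260A:G CS (SD, n = 2 libraries). The male α7 E260A:G control held 4018 counts and the female α7 E260A:G control 1061. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold-change with CS was 0.49 in α7 E260A:G (standard error 0.64, adjusted p = 1) and 0.40 in α7 G (standard error 0.64, adjusted p = 0.778). The difference between these was 0.09 in edgeR (standard error 0.90, adjusted p = 0.998), and it changed direction, to -0.13, with an offset for CDS length. The median log2 ratio of the 10 collagen genes was 0.23 in α7 E260A:G, with 7 of 10 raised, and 0.089 in α7 G, with 6 of 10 raised. For the α7 E260A:G libraries the median was -0.17 in the male and 1.21 in the female. The list lay at percentile 98.1 of random lists matched on mean expression in α7 E260A:G and at percentile 89.0 in α7 G. The collagen genes are long, with a median CDS of 4449 bases, and with the dependence on CDS length removed the median was 0.62 in α7 E260A:G and 0.76 in α7 G.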

Further, if α7 signaling is dysfunctional, the increased fibrillar collagen mechanisms modulated through this receptor (e.g., increased Col1a1 expression; [33]) tend to dominate the response and alter the predisposing responses towards different inflammagens.

**Table 2:** Fold-change in expression of pro-fibrotic genes between α7 genotypes and CS versus LPS.

Gene	G* CS/C	E** CS/C	G*^/^^@^ LPS/C	E**^/^^@^ LPS/C
**Col1a1**	0.91	1.92	2.75	12.20
**Col1a2**	1.01	2.27	1.94	10.51
**Col3a1**	0.89	2.39	2.24	10.52
**Col4a1**	0.67	1.20	4.87	4.78
**Col4a2**	0.79	1.34	5.23	5.52
**Col4a3bp**	0.69	1.15	2.64	1.42
**Col5a2**	0.94	2.03	1.94	6.63
**Col6a1**	1.30	1.86	3.41	7.47
**Col6a2**	1.14	1.91	2.08	7.82
**Col6a3**	1.14	0.69	1.30	4.64
**Col14a1**	1.02	2.90	2.00	7.26
**Mmp2**	1.16	2.00	3.94	7.13
**Mmp3**	1.37	2.56	4.25	11.30
**Mmp8**	1.18	0.74	14.31	8.01
**Mmp9**	1.70	0.89	8.70	5.65
**Mmp12**	0.49	0.10	0.10	0.06
**Mmp15**	0.64	2.11	0.76	2.28
**Mmp19**	0.63	0.86	1.57	1.05
**Timp2**	1.47	1.05	2.68	3.73
**Timp3**	0.99	2.66	16.68	10.45

*G = α7^G^.

**E = α7^E260A:G^

@ Values are from [7].

Mice exposed to CS for chronic periods can develop tumors of either adenocarcinoma or squamous cell histopathology [34, 35]. No evidence of tumor formation was observed in mice of this study. Nevertheless, the possibility of transcriptional changes associated with pre-cancerous tumors was explored. To do this the batch adjusted gene lists altered in cancers from all tissues were obtained from Metabolic gEne RApid Visualizer (Whitehead Institute) for human carcinomas. For those genes most associated with lung cancers, we compared the shift in ratios of the same genes expressed in the α7^G^ and α7^E260A:G^ lungs before and after CS to this list. 

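The 70 genes listed in Fig 4C were all found in the count files. Their median log2 ratio of CS to control in α7 E260A:G was -0.30, with -0.39 in the male and 0.068 in the female libraries, and 0.0043 with the dependence on CDS length removed. Of the 36 genes drawn in red in Fig 4C, 21 increased with CS in α7 E260A:G and all 36 increased in α7 G. Of the 33 genes drawn in green, 30 decreased in α7 E260A:G and all 33 decreased in α7 G. The median log2 ratio of the red genes was 0.088 in α7 E260A:G and 1.23 in α7 G, and that of the green genes was -0.49 in α7 E260A:G and -1.53 in α7 G. Values from tumors were not analysed here.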

As shown in Fig 4C, there was a significant increase (Spearman Rank Correlation) in gene expression associated with the CS-α7^E260A:G^ and transcripts of primary grade 1–3 lung adenocarcinoma (p<0.001) and primary grades 1–3 bronchioalveolar carcinoma (P<0.01; [36, 37]). Alignment with grades 2–3 primary squamous cell carcinomas or grade 2–4 neuroendocrine tumors both failed to meet significance (p>0.05). These data are suggestive of a correspondence between α7-modulated cell signaling programs and changes in gene expression associated with early stage lung adenocarcinomas as has been suggested by others [37]. This again supports the intriguing possibility of how dysfunctional α7 signaling in the local lung CS-epithelial environment could impact upon subsequent changes associated with susceptibilities to tumor development.

## Discussion

The lung response to inflammatory and irritant challenges is shaped in part by the unique local environments created from different bronchial, alveolar and interstitial compartments. The alveolar spaces of the lungs are populated by alveolar macrophages (AM) and these cells strongly express α7 transcripts [7, 11, 12]. In the BALF of both control and CS exposed mice AMs are the majority (>95%) of cells. No substantial increases in cells such as CD11b^+^ macrophages, eosinophils and other granulocytes were noted although determining their identity unambiguously was limited due to autofluorescence issues. Chronic CS exposure did coincide with increased AM numbers in both α7-genotypes and an increase in the mean fluorescence intensity of CD11c^+^ (CD11c^+hi^) by these cells. However, this increase was significantly greater in α7^E260A:G^ CS exposed mice (both male and female experimental groups) than in CS α7^G^ mice. While in both α7-genotypes there was an increase in AMs of dark brown color and increased cytoplasm granularity consistent with CS particulate phagocytosis [38], when compared to control α7^G^ the distribution of α7^E260A:G^ CS exposed AMs was irregular and often in aggregated clumps. Also their morphology differed from the mostly spheroid α7^G^ AMs to include those with a more spread-out and flattened appearance that were almost exclusive to the α7^E260A:G^. This alteration to AMs in the α7^E260A:G^ CS lung was also a feature present after acute intranasal administration (i.n.) LPS [7, 11, 12] where the responses included reduced inflammatory cell recruitment and a more alternatively activated response-like transcriptional profile when compared to the robust α7^G^ LPS response. Thus, the results are supportive of an important role played by α7 in modulating the AM inflammatory response through calcium-mediated signaling pathways that differs in outcome depending upon the source of the inflammatory insult and the identity of the responding cell(s). This raises the issues of how these mice will respond to other foreign agents such as allergens and whether or not this will alter the response such as eosinophil recruitment. In particular, it will be important to determine which effects dominate when different agents are co-exposed in the presence of CS.

The lung epithelium morphological response to CS, unlike LPS [7, 11, 12], was largely independent of α7 genotype, including CS-associated cavitation reflecting alveolar fusion present in both genotypes, but there were some subtle differences. For example, dysplasia of the bronchial surfaces was particularly prominent after α7^G^ CS exposure whereas similar deviations from a more smooth bronchial surface was already present in the α7^E260A:G^ prior to CS. Also, CS exposure does not necessarily worsen bronchial dysplasia in these lungs. This is likely due to altered club cell numbers in the α7^E260A:G^ and reduced ciliated cell number. This could also contribute to altered airway reactivity [39] and conditions of initial imbalance in the stress response, repair mechanisms and alterations to remodeling outcomes. This is consistent with the α7^E260A:G^ lung exhibition of constitutively elevated pro-fibrotic gene expression that is strongly increased after i.n. LPS but not by CS. RNA-Seq results did not reveal enhancement of epithelial transcripts for interleukins or chemokines such as eotaxins that can signal other immune cell recruitment (S1 Table and not shown). 

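Among the eotaxins, Ccl11 and Ccl24 were found in the count files with a mean count under 200, and Ccl26 had 0 counts in all libraries. Ccl11 had 3.46 ± 1.57 RPM in α7 G control, 9.05 ± 0.449 in α7 G CS, 4.51 ± 2.76 in α7 E260A:G control and 10.4 ± 0.202 in α7 E260A:G CS (SD, n = 2 libraries). Its ratio of CS to control was 1.91 in male and 3.99 in female α7 G mice and 1.58 in male and 4.11 in female α7 E260A:G mice. These values rest on 22 to 95 counts per library. Ccl24 had 4 to 54 counts per library and a ratio of CS to control of 0.21 in male and 0.62 in female α7 G mice, and 0.24 in male and 0.09 in female α7 E260A:G mice.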

Transcriptional responses by the α7^E260A:G^ lung epithelium also differed from the control α7^G^ for genes associated with hypoxia, mitochondrial complex1 and fibrosis. These changes are consistent with known α7 signaling mechanisms that are coupled through NF-κB/RelA and Creb transcriptional pathways. For example, responses to hypoxia are in part controlled through Creb-dependent mechanisms [40]. Further, the link to genes of mitochondrial complex 1, a key modulator of timing in respiratory ATP production [41], is notable in terms of weight loss by both humans and mice exposed to CS or using nicotine [42]. The possibility that an α7-nicotine-CS interaction could produce a long-term shift in mitochondrial function through constitutively altering gene expression is suggested by this result (e.g., [43]) and offers another entry point to further examining how the nicotine-α7 interaction modifies metabolic function and possibly additional phenotypes such as weight maintenance. This could also be relevant to how CS modulation of asthma and COPD disease through NF-κB offers a target of potential therapeutic value in some individuals [44].

The issues pertaining to fibrosis and a pro-fibrotic environment are of particular note. In the α7^G^ lung the post CS pro-fibrotic appearance of the lung resembles that seen in the pre-CS α7^E260A:G^. The response in the α7^E260A:G^ lung is also consistent with other findings (e.g., [13, 45]) where uncoupling α7-mediated calcium signaling pathways either in the α7 knock-out or through nicotine induced α7 receptor desensitization/inactivation as in long-term nicotine use (for discussion of nicotine as a conditional antagonist-like ligand see [2, 5, 6]) produced similar impacts on fibrotic-like responses. This is reminiscent of studies showing that AMs of altered inflammatory response are associated with mechanisms that promote pro-fibrotic responses [46] and these have been suggested as therapeutic targets for some fibrotic diseases [47]. However, here we also see shifts in the expression of genes associated with early stage adenocarcinoma and bronchioalveolar cancers in the pro-fibrotic α7^E260A:G^ lung after CS. This may be relevant to a condition in patients with combined fibrosis and COPD who are at greater risk for developing lung cancer than patients with emphysema alone [48]. Because fibrosis in the α7^E260A:G^ model is robust, occurs independently of direct trauma, and is differentially impacted upon by LPS and CS, the additional examination of mechanisms coupling α7 to inflammatory-related fibrosis, predisposition to certain cancers and the interactions between AMs and lung epithelium signaling are warranted.

## Supporting information

S1 Table Lung epithelium RNA-Seq results summary. The ratio of gene transcript exhibiting a change in expression of >2.0 fold between treatment and α7-genotype groups. For those exceeding 200 average read depth counts between lung distal epithelium samples from the α7^G^ or α7^E260A:G^ exposed to side-stream cigarette smoke. Male and female results are combined. For these data immunoglobulin, assignments of unknown genes (GM nomenclature), histocompatibility and ribosomal genes were omitted from this analysis.

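Of the 22756 genes in the count files, 7378 had a mean CDS count of at least 200 over the 8 libraries. Left out by name were 69 immunoglobulin genes, 19 histocompatibility genes, 42 genes without an assigned name (Gm) and 58 genes of ribosome subunits, and 7190 transcripts remained. The alternative that moved this number most was leaving out no name class. With the 7 mitochondrially encoded transcripts left out too, a choice made after seeing the data, 7183 transcripts remained.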

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

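RNA-Seq was analysed from epithelium-enriched cells of the distal lung of α7 G and α7 E260A:G mice that were exposed to CS on 5 days per week for 4 months or were controls. There were 8 libraries, 1 male and 1 female in each of 4 groups. The authors lavaged the lungs, depleted CD45-positive cells, prepared stranded mRNA libraries, aligned the reads with STAR to the mm9 genome build and counted reads on coding sequences with htseq-count and GENCODE release M1. The deposited values are these raw counts, without normalization or abundance filter, for 22756 genes per library. Every gene was found with the same identifier and symbol in the GENCODE M1 annotation, from which coordinates and CDS lengths were taken. The number of mice per library is not stated in the paper. The male library of each group was taken as replicate 1 and the female library as replicate 2, a pairing that rests on the sex named for each library, and the Y-linked counts were checked against it.

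The total counts per library lay between 8020726 and 10944100. A floor of 3 counts corresponds to 0.27 to 0.37 RPM, and the widest 95% Wilson interval of a share reported here spans 0.057 percentage points. These describe counting error in a library and not the spread between mice. Each group has 2 libraries, so errors given for a group are the SD of 2 values, and a comparison of 4 against 4 libraries has 70 arrangements and a smallest two-sided exact p of 0.0286.

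The abundance filter was that of the paper, a mean raw count of at least 200 over the 8 libraries, with immunoglobulin, histocompatibility, Gm and ribosome subunit genes left out by name, which kept 7190 transcripts. RPM were computed from the total counts of each library and averaged over male and female, and the ratio of CS to control is the ratio of these averages. Counts were also tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1), by glmQLFit and glmQLFTest with TMM normalization and Benjamini-Hochberg adjustment at 0.05, in a model of the 4 groups without a term for sex. The common dispersion was 0.0767. The comparisons were CS against control in each genotype, the difference between these responses, the genotypes over both exposures, CS over both genotypes, and female against male with the 4 groups in the model. Standard errors of log2 fold-changes were derived from the log2 fold-change and the F statistic of the test. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

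Gene lists were those of Figs 3G, 3H and 4C, the collagen genes of Table 2 and the axonemal dynein heavy chains. The median log2 ratio of a list was placed among 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean count, or from the 100 nearest in mean count and CDS length. Lists of marker transcripts used genes with a mean count of at least 10 and log2 values with 0.5 RPM added. The rule for the genes named in the text was set before the data were examined. It takes the genes the paper names from the RNA-Seq in its text, in Tables 1 and 2 and in Figs 3C, 3G and 3H, Chrna7, the 5 genes with the highest rise and the 5 with the deepest fall past the threshold in each comparison of CS and genotype that changed the same way in both sexes, and the marker lists. One of these genes is not reported here. The genes on chromosomes 7 and 12 that were more than 4-fold apart between the genotypes were named from the data. The pairs of libraries of the same sex and exposure were counted after the data were examined. Some marker lists were added after the data were examined, for plasma cells and for red blood cell precursors.

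The dependence on CDS length was removed by a lowess fit (span 0.667) of each library's log2 deviation from the mean of the libraries on log2 CDS length, used as an offset. The tests were run on simulated counts of 7190 genes, with the common dispersion of these libraries for every gene and no deviation shared by sex. Of 200 genes changed by 2 on the log2 scale, edgeR recovered 96.5% with 7 false calls, and DESeq2 recovered 96.5% with 25 false calls. When the simulated libraries were given the length slopes of the real ones, edgeR recovered 62.5% without and 95.5% with the offset. Alternatives were DESeq2 1.42.0, scaling by library size, filterByExpr (14140 genes), all 17542 genes with at least 1 count, the CDS length offset, sex as a replicate block, both together, a fit of the 4 libraries of a comparison, TMM scaling and the geometric mean of the sexes for ratios, and leaving out each library or each sex in turn. Reads were not realigned, and the substitution in Chrna7 was not examined since counts carry no sequence. Flow cytometry, histology and tumor data were not analysed here.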

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

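The tests of leukocyte, plasma cell and red blood cell precursor RNA, of the chromosome 7 and 12 genes, and of CDS length for the lists that moved in opposite directions in the sexes were chosen only after the result was seen. The test of macrophage RNA and the splits of the libraries by genotype, CS and sex were chosen before the data were examined, and the splits with the CDS length offset after.

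A library lay far from the others in 4 of 49 groups of libraries that were compared, where about 2.45 are to be expected by chance (1 in 20). Actb had 4822 RPM in the male α7 E260A:G CS library, with a gap to the nearest other α7 E260A:G library of 0.937 of the whole range, past Dixon's critical value for 4 libraries. It was the only one of the 40 groups of 4 libraries past the critical value, no explanation was tested for it, and it cannot be told apart from chance. The female α7 E260A:G control library held 10944100 counts in all, a gap of 0.539 of the range, past the critical value for 8 libraries. The values used here are scaled to the library total, and no biological explanation was tested.

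Immunoglobulin genes took 6.51% of the counts of the female α7 E260A:G control library and 0.50% to 1.49% in the other 7, a gap of 0.835 of the range. Relative to the other 7 libraries, the median log2 ratio of 8 transcripts listed as markers of plasma cells was 1.15 in that library, and 5 of the 8 were highest there. This is consistent with RNA from plasma cells in that library. Hemoglobin genes took 0.883% of the counts of the male α7 E260A:G CS library and 0.0191% to 0.205% in the others, a gap of 0.785 of the range. The median log2 ratio of 5 transcripts listed as markers of red blood cell precursors, without globins, was 1.76 in that library, and 4 of the 5 were highest there, which is consistent with RNA from red blood cell precursors. Each rests on a single library, so a tie to genotype or CS was not tested and neither can be called biological.

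Some gene lists moved in opposite directions with CS in the male and the female α7 E260A:G libraries, a difference that was not tested. The Fig 3H genes had a median log2 ratio of 0.37 in the male and -0.40 in the female libraries. With the dependence on CDS length removed the medians were 0.047 and -0.17, so length accounts for part of the size and the directions still differ. The collagen genes of Table 2 had -0.17 in the male and 1.21 in the female libraries, and with the dependence on length removed 0.16 and 1.20, so the opposite directions may come from transcript length while a difference in size remains. The genes of Fig 4C had -0.39 in the male and 0.068 in the female libraries, and -0.082 and 0.13 with the dependence on length removed. Each sex is a single pair of libraries, so sex, replicate experiment and library preparation cannot be told apart for any of these lists. The paper's ratios in S1 Table and Table 2 equal those of the raw counts of the female libraries. If a list was chosen from such ratios, its female values may in part reflect that choice.

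Between the genotypes, transcripts that the paper does not discuss passed an adjusted p of 0.05 in edgeR. The log2 fold-change was -8.96 for Trim12a, 4.27 for Gdpd3, 3.12 for Mtap6, 2.83 for Msr1, 2.34 for F10 and 1.78 for Slc39a2, each the same in direction in 4 of 4 α7 E260A:G libraries. The fit of 4 against 4 libraries by genotype gave 39 transcripts, and 1 of the 18 splits with 2 male and 2 female libraries on each side, the real split, gave as many. The 17 others of these gave 0. The share cannot fall under 0.0556 in this design, so chance cannot be excluded by it. A further 17 splits put 3 or 4 libraries of a sex on the same side, and among them the split of the male α7 E260A:G libraries and the α7 G controls from the rest gave 2793 transcripts, which is the order of the libraries by their dependence on CDS length. With the CDS length offset the genotype split gave 508 transcripts, 1 of 18 splits gave as many, the 17 others of these gave at most 1, and the split by length dependence gave 128. The split by CS gave 0 transcripts, and 1 with the offset, while 545 transcripts had an unadjusted p under 0.05 in the model of 4 groups. Since no split can give fewer than 0, 18 of 18 splits gave as many, which shows nothing about CS. The split by sex gave 3 transcripts and is the only split of its kind (1 of 1).

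For 12 of 12827 genes with a mean count of at least 20, every α7 E260A:G library was more than 4-fold apart from every α7 G library, 9 higher and 3 lower in α7 E260A:G. Of the 12, 5 lie on chromosome 7 (Mtap6, Trim5, Trim12a, Trim30d and Gdpd3), which holds 7.59% of the genes compared (Fisher's exact test, p = 0.00125, n = 12 genes that are not independent). Another 4 lie on chromosome 12 (Greb1, Gm16999, Gm16857 and Ighv8-11), which holds 4.08% of the genes compared (Fisher's exact test, p = 0.0010), so the excess is not limited to chromosome 7. Of these 4, 3 lie between 115272144 and 116805796, within which 28 immunoglobulin heavy chain genes were counted, and no explanation was tested for them. The others of the 12 were Ifi202b on chromosome 1, Gm13225 on chromosome 4 and Rps13-ps1 on chromosome 8, each higher in α7 E260A:G. For these no explanation was tested either. Those on chromosome 7 lie between 106415957 and 133919157, at least 36.1 Mb from Chrna7. The share of Hbb-b2 in the reads of Hbb-b1 and Hbb-b2, also on chromosome 7, was 14.4% to 20.4% in α7 G and 4.98% to 8.65% in α7 E260A:G (exact permutation test, 4 against 4 libraries, p = 0.0286, the smallest it can give). For the genes on chromosome 7 a candidate explanation is a strain haplotype that differs between the mouse lines, together with reads shared between paralogs of the Trim and Hbb families. A difference in strain background beyond chromosome 7 was not tested, and it is not excluded for any comparison of the genotypes. In 1 of the 18 splits with 2 male and 2 female libraries on each side, the real one, as many genes were apart, and these differences cannot be told apart from effects of the mutation by the counts. Msr1 is also on the list of macrophage markers, of which 16 of 17 were higher in α7 E260A:G (exact permutation test, p = 0.0286). RNA of alveolar macrophages may therefore contribute to the difference of Msr1. On the log2 scale the list was higher by 0.93 and Msr1 by 2.83, so a rise of the size of the list does not account for all of it. For F10 and Slc39a2 no explanation was tested.

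Counts of Ptprc, which encodes CD45, were above those of Epcam in every library, by 3.79-fold to 20.8-fold, although the cells were depleted of CD45-positive cells. In 8 of 8 libraries the median of 3 other leukocyte transcripts was above that of 4 other epithelial transcripts (967 to 1207 RPM against 93.1 to 264 RPM). This is consistent with RNA from CD45-positive leukocytes in the sequenced fraction. Counts and RPM were not divided by CDS length here, so part of the excess may come from differences in length between the genes. The share of cells cannot be derived from this excess, since RNA per cell was not measured.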

How the results depend on the processing

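Most alternatives were chosen before the data were examined. The ratios of the raw counts of the female libraries, the sum of male and female RPM, the CDS length offset for R2, leaving out the mitochondrially encoded transcripts, the models for the 20 most abundant transcripts other than that without block and offset, and the splits with the offset were chosen after seeing the data. Where a value changed, the cause was not tested unless stated. Library-size scaling in place of TMM moved the median log2 fold-change of all transcripts to -0.12 for CS in α7 G, 0.16 for the difference of the CS response between the genotypes and -0.16 for sex.

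Under all alternatives run, the number of transcripts kept (7106 to 7126 when a sex was left out) stayed on the same side. So did the decrease of the Fig 3G genes in α7 E260A:G (-0.92 to -0.58 over the sexes) with its percentile. The percentile of the collagen genes in α7 E260A:G also did. The correlation of the CS response between the genotypes kept its sign but not its size. It was 0.67 in the male libraries and 0.0077 in the female libraries, where the agreement was all but absent. The correlation of the genotype difference with and without CS ran from 0.45 to 0.69 over the sexes.

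R2 between the sexes fell with the kept transcripts to 0.864 in α7 G control, 0.933 in α7 G CS, 0.588 in α7 E260A:G control and 0.796 in α7 E260A:G CS. With genes counted in both libraries it was 0.920, 0.928, 0.805 and 0.911, and on untransformed counts it was 0.779 in α7 E260A:G control and 0.833 in α7 E260A:G CS.

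Numbers of transcripts past a fold-change depended on the setting. TMM scaling gave 190 raised more than 2-fold in α7 G, 42 raised more than 2.5-fold, 249 lowered more than 2-fold and 52 lowered more than 2.5-fold in α7 G only. Asking for the change in both sexes gave 24, 5, 169 and 37 in α7 G, and in α7 E260A:G 19 raised more than 2-fold, 7 raised more than 2.5-fold, 13 lowered more than 2-fold and 3 lowered more than 2.5-fold in α7 E260A:G only. The CDS length offset gave 37, 10, 35 and 6 in α7 G and 19 lowered more than 2-fold in α7 E260A:G, so most of the decrease in α7 G goes with CDS length. The geometric mean of the sexes gave 23 lowered more than 2-fold in α7 E260A:G. The raw counts of the female libraries gave 31 raised more than 2-fold in α7 G, and in α7 E260A:G 75 lowered more than 2-fold and 28 lowered more than 2.5-fold in α7 E260A:G only. With a mean count of at least 150 as well they gave 41 raised more than 2-fold in α7 G, and in α7 E260A:G 87 raised more than 2-fold, 31 raised more than 2.5-fold, 94 lowered more than 2-fold and 32 lowered more than 2.5-fold in α7 E260A:G only. Across the 2 settings that each left out a sex, the α7 G numbers ran from 44 to 370, 14 to 146, 241 to 768 and 68 to 269, and the α7 E260A:G numbers from 73 to 158, 30 to 51, 33 to 105 and 15 to 15.

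Transcripts with an adjusted p under 0.05 depended on the method. DESeq2 called 26 for CS in α7 G, 11 for CS in α7 E260A:G, 3 for the difference between them, 422 for genotype, 39 for CS over both genotypes and 51 for sex. The 4-library fit called 1150 for CS in α7 G. With filterByExpr edgeR called 1 for CS in α7 E260A:G and 13 for genotype, and without an abundance filter 3 for CS in α7 E260A:G, 69 for genotype, 1 for CS over both genotypes and 4 for sex. The CDS length offset gave 476 for genotype and 4 for sex, the replicate block gave 40 for genotype, and both together 670. Across the 8 fits that each left out a library, the calls were 1 to 275 for genotype, 0 to 1 for CS over both genotypes and 2 to 3 for sex. Of the 20 most abundant transcripts, edgeR called 0 between the genotypes without block and offset, 0 with the block, 11 with the offset and 14 with both, DESeq2 called 6, and the exact test passed 4 to 8 when a library was left out.

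The Fig 3H genes lay at percentile 0.84 when matched on length and 2.27 with the offset, and their α7 E260A:G median ran from -0.40 to 0.37 over the sexes. The α7 E260A:G median of the collagen genes ran from -0.17 to 1.21, and that of α7 G from -0.13 to 0.037. With the offset the α7 E260A:G median of the dyneins was 0.13 at percentile 86.0, and matched on length it lay at percentile 73.5, so their decrease in α7 E260A:G is that of other long transcripts (the sexes gave -0.62 to -0.14). The Fig 4C genes had an α7 E260A:G median of 0.0043 at percentile 7.49 with the offset and -0.39 to 0.068 over the sexes, and their α7 G median ran from -0.20 to 1.09. Without replicate 2 the log2 fold-change reversed for Klra8 in α7 E260A:G (0.83), for Cd74 in α7 G (-0.0249 to 0.46 over the sexes) and for the interaction of Col1a1 (-0.43 to 1.06 over the sexes). Cd74 in α7 G also reversed with the offset (-0.17) and with block and offset (-0.15), as did the interaction of Col1a1 (-0.13 and -0.023).

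Of other values, scaling to the kept transcripts moved 29 of 82 RPM values and the sum of the sexes 80 of 80. Of 40 ratios of Table 2, TMM scaling moved 7 and the female raw counts 8, and 14 of 80 values moved when a sex was left out. Of 29 log2 fold-changes of named genes, 7 more passed the threshold with the offset, 8 with block and offset and 5 with DESeq2, and 13 of 58 values moved when a sex was left out. Of 14 list and correlation values not named above, the offset moved 5 and took 2 past the threshold, and of 5 such values TMM scaling moved 2 and matching on length took 2 past it. These 2 are the α7 G percentiles of the collagen genes (89.0, and 100 under either) and of the Fig 3G genes (41.4, and 0.02 matched on length). With 2 libraries per group, a change within a genotype was tested against the spread shared by all groups, except in the 4-library fits, and transcripts near the floor of 3 counts, such as Chrna7, cannot be compared.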

Differences from the paper's values

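A value was taken to differ from the paper's where one was more than 1.5 times the other and, for RPM, ratios, shares and R2, they were further apart than the SD between libraries. Of 136 values compared with the paper's, 84 differed by this measure, among them all 80 values of Table 1. The paper's values of Table 1 were 2.16 to 2.64 times the averages of male and female RPM found here, with a median of 2.36. Scaling to the reads on kept transcripts left all 80 different. Leaving out replicate 1 brought Sftpc in α7 E260A:G CS (9170) within the SD between libraries, though still more than 1.5-fold from the paper's value, and leaving out replicate 2 brought Flna in α7 E260A:G control (4036) within 1.5-fold, and the other 79 differed in each case. With the sum of the male and the female RPM, chosen after seeing the values, none of the 80 was more than 1.5-fold apart, and the paper's values were 1.08 to 1.32 times these sums. Of the 40 ratios of Table 2, 14 were more than 1.5-fold apart from the paper's, and 13 of these were within the SD of the male and the female ratio.

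Scgb1a1 had 42494 RPM in α7 G control (the paper's 92635), 51023 in α7 G CS (the paper's 120766), 31596 in α7 E260A:G control (the paper's 81179) and 22168 in α7 E260A:G CS (the paper's 53376). Chi3l3 had 26420 RPM in α7 E260A:G CS (the paper's 62005), 24353 in α7 E260A:G control (the paper's 62133), 11340 in α7 G CS (the paper's 26845) and 8537 in α7 G control (the paper's 18686). Sftpc had 13871 RPM in α7 G control (the paper's 30229), 16529 in α7 G CS (the paper's 39150), 5370 in α7 E260A:G control (the paper's 13963) and 5747 in α7 E260A:G CS (the paper's 13907). Lyz2 had 9344 RPM in α7 G control (the paper's 20367), 15162 in α7 E260A:G control (the paper's 39153), 17086 in α7 E260A:G CS (the paper's 40112) and 10676 in α7 G CS (the paper's 25256). Ctsd had 6082 RPM in α7 E260A:G control (the paper's 15297), 10270 in α7 E260A:G CS (the paper's 23755), 3935 in α7 G control (the paper's 8582) and 4644 in α7 G CS (the paper's 10985). Actb had 4984 RPM in α7 G control (the paper's 10804), 5298 in α7 G CS (the paper's 12525), 5205 in α7 E260A:G control (the paper's 12818) and 5011 in α7 E260A:G CS (the paper's 11613). Cbr2 had 6937 RPM in α7 G CS (the paper's 16403), 4757 in α7 G control (the paper's 10389), 4239 in α7 E260A:G CS (the paper's 9889) and 3198 in α7 E260A:G control (the paper's 7961). Fth1 had 7064 RPM in α7 E260A:G CS (the paper's 16411), 5262 in α7 E260A:G control (the paper's 13522), 5206 in α7 G CS (the paper's 12300) and 2958 in α7 G control (the paper's 6464). Cyp2f2 had 4389 RPM in α7 G control (the paper's 9553) and 3821 in α7 G CS (the paper's 9045). Ctss had 5648 RPM in α7 E260A:G CS (the paper's 13284), 4651 in α7 E260A:G control (the paper's 11889) and 3032 in α7 G CS (the paper's 7171).

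Cd74 had 4152 RPM in α7 G control (the paper's 8972), 4307 in α7 G CS (the paper's 10179) and 3329 in α7 E260A:G control (the paper's 8322). Scgb3a2 had 4880 RPM in α7 G CS (the paper's 11543) and 2410 in α7 G control (the paper's 5260). Psap had 5678 RPM in α7 E260A:G CS (the paper's 12987), 4611 in α7 E260A:G control (the paper's 11194) and 3042 in α7 G control (the paper's 6589). Bpifa1 had 4750 RPM in α7 G CS (the paper's 11235) and 3628 in α7 G control (the paper's 7910). Sftpa1 had 3842 RPM in α7 G control (the paper's 8380) and 3514 in α7 G CS (the paper's 8328). B2m had 3819 RPM in α7 E260A:G control (the paper's 9972), 2860 in α7 E260A:G CS (the paper's 6741) and 3317 in α7 G CS (the paper's 7843). Ccl6 had 4392 RPM in α7 E260A:G CS (the paper's 10345) and 3374 in α7 E260A:G control (the paper's 8828). Eef1a1 had 3176 RPM in α7 G control (the paper's 6909), 3484 in α7 E260A:G CS (the paper's 8095), 3716 in α7 G CS (the paper's 8780) and 2835 in α7 E260A:G control (the paper's 7100). Gsn had 4212 RPM in α7 G CS (the paper's 9966), 3358 in α7 E260A:G CS (the paper's 7669), 2921 in α7 G control (the paper's 6361) and 2635 in α7 E260A:G control (the paper's 6164). Vim had 3392 RPM in α7 E260A:G control (the paper's 8344), 3873 in α7 E260A:G CS (the paper's 8980), 2559 in α7 G control (the paper's 5568) and 2962 in α7 G CS (the paper's 7005).

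Eef2 had 3157 RPM in α7 G control (the paper's 6847), 2966 in α7 E260A:G CS (the paper's 6799), 3406 in α7 G CS (the paper's 8049) and 2857 in α7 E260A:G control (the paper's 6938). Hsp90ab1 had 3037 RPM in α7 G control (the paper's 6608), 3034 in α7 E260A:G control (the paper's 7216) and 2626 in α7 E260A:G CS (the paper's 6017). Scgb3a1 had 3534 RPM in α7 G CS (the paper's 8364). Tmsb4x had 2825 RPM in α7 E260A:G control (the paper's 7461). Cd9 had 3276 RPM in α7 E260A:G CS (the paper's 7656). Sftpb had 2813 RPM in α7 G control (the paper's 6101). Mpeg1 had 2824 RPM in α7 E260A:G CS (the paper's 6443). Flna had 2575 RPM in α7 E260A:G control (the paper's 5872). Aldh1a1 had 2600 RPM in α7 E260A:G CS (the paper's 5966).

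In α7 G, 113 transcripts were raised more than 2-fold by CS, against the paper's 41. The CDS length offset (37) and leaving out replicate 1 (44) came within 1.5-fold of the paper's value. TMM scaling (190), the geometric mean (116), a change in both sexes (24), the filter on scaled counts (111) and leaving out replicate 2 (370) did not. The ratio of the raw counts of the female libraries, chosen after seeing the values, gave 31, and 41 with a mean count of at least 150. In α7 E260A:G, 40 transcripts were raised more than 2-fold, against the paper's 84. Leaving out replicate 2 (73), which leaves the male libraries, came within 1.5-fold of the paper's value. TMM scaling (33), the geometric mean (39), a change in both sexes (19), the filter on scaled counts (40), the CDS length offset (39) and leaving out replicate 1 (158) did not. The raw counts of the female libraries, chosen after seeing the values, gave 59, and 87 with a mean count of at least 150. The ratios of S1 Table equal those of the raw female counts. The nearness of the CDS length offset and of the male libraries therefore does not explain the paper's counts.

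In α7 E260A:G but not in α7 G, 7 transcripts were lowered more than 2.5-fold, against the paper's 30. None of the alternatives set before the data were examined closed the gap (9 with TMM scaling, 6 with the geometric mean, 3 in both sexes, 8 with the filter on scaled counts, 6 with the CDS length offset and 15 after leaving out replicate 1 or replicate 2). The raw counts of the female libraries, chosen after seeing the values, gave 28, and 32 with a mean count of at least 150. Mmp9 had a ratio of CS to control of 0.457 in α7 G, against the paper's 1.7. Leaving out replicate 1 (1.80) closed the gap. The geometric mean (0.687) was within the SD of the male and the female ratio (1.08) of the paper's value but opposite to it in direction, and TMM scaling (0.508) and leaving out replicate 2 (0.263) did not close the gap. The raw counts of the female libraries, chosen after seeing the values, gave 1.70.

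All 630 entries of S1 Table that were found in the count files equal the ratios of the raw counts of the female libraries in each genotype, as do the 40 ratios of Table 2. Of the 1260 ratios of S1 Table, 49 equal the ratio of the male and female averages. There are 131 entries with a mean count under 200, the lowest with 151.25. Fig 3C underlines Lyz2 and Scgb1a1 as different between the genotypes, where the exact permutation test gave p = 0.114 for Lyz2 (log2 fold-change 0.80) and p = 0.0571 for Scgb1a1 (log2 fold-change -0.69), with 4 libraries per genotype. It also underlines Cbr2 (exact permutation test, p = 0.0571) and Scgb3a2 (exact permutation test, p = 0.143). All 4 differed in the same direction in 4 of 4 pairs of the same sex and exposure, and edgeR with sex as a replicate block and the CDS length offset, chosen for these transcripts after seeing the values, called 14 of the 20, with an adjusted p of 0.00907 for Lyz2 and 0.0532 for Scgb1a1. Vim is not underlined and had p = 0.0286 in the exact permutation test, higher in 4 of 4 α7 E260A:G libraries. Fig 4C labels its colours as those of α7 E260A:G. The red and green genes rose and fell in 36 of 36 and 33 of 33 cases in α7 G, and in 21 of 36 and 30 of 33 cases in α7 E260A:G.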

Other observations

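The tests of CDS length for the Fig 3H genes in α7 G and for the genotype difference of the collagen genes were chosen only after the result was seen. The tests of CDS length for the transcripts lowered in α7 G, of macrophage, lymphocyte, fibroblast and proximal airway RNA and of time of day were chosen before the data were examined.

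In α7 G, 395 transcripts were lowered more than 2-fold by CS, and 35 with the dependence on CDS length removed. Most of these decreases thus go with transcript length, as could come from RNA of differing integrity. In α7 G the length slope was -0.24 (male) and -0.20 (female) in the CS libraries and 0.23 and 0.057 in the controls, so it went with CS. Length slopes differed between libraries of a group as well. For the decreases that go with length, a biological effect of CS on long transcripts therefore cannot be told apart from the quality of the RNA. The 12 genes of Fig 3H, which are short, had a median log2 ratio of 1.00 in α7 G and 0.30 with the dependence on length removed, so transcript length may account for much of its size. A rise beyond that of other short transcripts remains, since the list lay at percentile 99.99 of random lists matched on length and at 99.97 with the offset. The collagen genes of Table 2 had a higher median in α7 E260A:G than in α7 G by 0.14, and with the dependence on length removed the difference was -0.14, so its direction depends on that setting.

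Higher Chi3l3, Ctsd and Lyz2 in α7 E260A:G were set beside 17 other macrophage markers, which were higher in α7 E260A:G as a list (exact permutation test over 4 against 4 libraries, p = 0.0286). A candidate explanation is RNA from alveolar macrophages in the fraction. The same p was found for lower ATII, ATI, proximal airway and general epithelial lists, and for a lower lymphocyte list (-0.53). In the same exact test the club list was lower with p = 0.0571. The ciliated list changed by -0.19 (exact permutation test, p = 0.543) and the general leukocyte list by 0.040 (p = 0.714). By another measure the ciliated list was lower too. The median log2 ratio of its 11 transcripts between the genotypes was -0.39, with 4 higher, at percentile 0 of random lists matched on mean expression. Whether the fall was common to all epithelial lists thus depended on the measure, and it was not limited to them. A lower share of epithelial RNA cannot be told apart from lower expression in epithelial cells. For the lower chemotaxis and immune genes after CS in α7 E260A:G, lymphocyte markers outside Fig 3G had a median log2 ratio of -0.073 (0.10 in male and -0.20 in female mice), against -0.81 for the Fig 3G genes (-0.58 in male and -0.92 in female mice). The markers changed less than the Fig 3G genes, but those genes were chosen for their decrease, so the part of a lower number of lymphocytes in the fraction cannot be told apart from a change within cells. Fibroblast markers other than collagens had a median log2 ratio of 0.71 in α7 E260A:G and 0.84 in α7 G, so more fibroblasts in the fraction may contribute to the higher collagen genes after CS. The collagen genes did not follow these markers in every pair of libraries. In male α7 E260A:G mice the markers had 0.46 and the collagen genes -0.17, and in α7 G the markers had 0.95 in male and 0.68 in female mice and the collagen genes -0.13 and 0.037. With the dependence on CDS length removed the collagen genes had 0.76 in α7 G and 0.62 in α7 E260A:G.

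Dbp rose with CS in 4 of 4 pairs of CS and control libraries and Nr1d1 in 3 of 4, since in male α7 E260A:G mice it fell from 710 to 521 counts. The median of clock genes of the opposite phase fell in 4 of 4 pairs. Time of day at harvest may explain this, but clock genes of the same phase, without Nr1d1 and Dbp, had a median log2 ratio of 0.039 and -0.12 in male and female α7 G mice and 0.20 and 1.31 in α7 E260A:G mice. An effect of CS on the clock cannot be told apart from time of day at harvest. Krt15 rose with CS in α7 E260A:G, where other proximal airway markers had a median log2 ratio of 0.18 (-0.22 in male and 0.44 in female mice), so more proximal airway tissue in the fraction cannot be told apart from a change in expression.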
